# Integrative metabolomics and transcriptomics analysis reveals novel therapeutic vulnerabilities in lung cancer

**DOI:** 10.1002/cam4.4933

**Published:** 2022-06-08

**Authors:** Jose Thaiparambil, Jianrong Dong, Sandra L. Grimm, Dimuthu Perera, Chandra Shekar R. Ambati, Vasanta Putluri, Matthew J. Robertson, Tajhal D. Patel, Brandon Mistretta, Preethi H. Gunaratne, Min P. Kim, Jason T. Yustein, Nagireddy Putluri, Cristian Coarfa, Randa El‐Zein

**Keywords:** adenocarcinoma of lung, carcinoma, non‐small‐cell lung, carcinoma, squamous cell, drug repositioning, lung neoplasms, metabolomics, systems biology, transcriptome

## Abstract

**Background:**

Non‐small cell lung cancer (NSCLC) comprises the majority (~85%) of all lung tumors, with lung adenocarcinoma (LUAD) and squamous cell carcinoma (LUSC) being the most frequently diagnosed histological subtypes. Multi‐modal omics profiling has been carried out in NSCLC, but no studies have yet reported a unique metabolite‐related gene signature and altered metabolic pathways associated with LUAD and LUSC.

**Methods:**

We integrated transcriptomics and metabolomics to analyze 30 human lung tumors and adjacent noncancerous tissues. Differential co‐expression was used to identify modules of metabolites that were altered between normal and tumor.

**Results:**

We identified unique metabolite‐related gene signatures specific for LUAD and LUSC and key pathways aberrantly regulated at both transcriptional and metabolic levels. Differential co‐expression analysis revealed that loss of coherence between metabolites in tumors is a major characteristic in both LUAD and LUSC. We identified one metabolic onco‐module gained in LUAD, characterized by nine metabolites and 57 metabolic genes. Multi‐omics integrative analysis revealed a 28 metabolic gene signature associated with poor survival in LUAD, with six metabolite‐related genes as individual prognostic markers.

**Conclusions:**

We demonstrated the clinical utility of this integrated metabolic gene signature in LUAD by using it to guide repurposing of AZD‐6482, a PI3Kβ inhibitor which significantly inhibited three genes from the 28‐gene signature. Overall, we have integrated metabolomics and transcriptomics analyses to show that LUAD and LUSC have distinct profiles, inferred gene signatures with prognostic value for patient survival, and identified therapeutic targets and repurposed drugs for potential use in NSCLC treatment.

## 1 INTRODUCTION

Non‐small cell lung cancer (NSCLC) is the leading cause of cancer deaths worldwide in both men and women.^1^ NSCLC has several subtypes, with the two major subtypes being adenocarcinoma (LUAD) and squamous cell carcinoma (LUSC), which together account for 85% of primary lung cancers.^2^ LUAD is the most prevalent subtype in non‐smokers,^3^ while LUSC is closely related to smoking.^4^ Historically, NSCLC subtypes were treated similarly due to limited knowledge of the biological differences between LUAD and LUSC, but RNA sequencing (RNA‐Seq) has identified further subtypes within LUAD and LUSC.^5^, ^6^ Major LUSC subtypes identified by The Cancer Genome Atlas (TCGA) agree well with DNA methylation and microRNA profiles,^7^ but the major subtypes of LUAD interact, but do not overlap completely, with epigenetic and microRNA profiles.^8^ Therefore, additional omics profiling technologies would further elucidate the distinct biology of each subtype.

Metabolic alterations are emerging as hallmarks of cancer,^9^, ^10^ including upregulation of the pentose phosphate pathway, fatty acid synthesis pathway, and glutamine maintenance.^11^, ^12^ Lung cancer metabolomic studies were initially focused on differences between cancer patients and healthy individuals using serum and urine metabolites,^13^, ^14^ as well as metabolites from NSCLC tumors.^15^ Integration of metabolomics and differential expression of metabolite‐related genes could provide insight into targeted therapies for personalized medicine. Recent studies in NSCLC have elucidated protein biomarkers,^16^ a six‐gene prognostic signature for disease‐free survival and overall survival,^17^ an RNA metabolic signature for LUAD,^18^ and a prognostic epigenomic NSCLC classifier based on the TCGA methylation spectrum.^19^ However, none of the studies have reported prognostic metabolic signatures or therapeutic targets specifically for LUAD and LUSC.

In the present study, we aim to define metabolic gene signatures for LUAD and LUSC and identify genes associated with survival, potentially identifying metabolite‐related biomarkers predicting poor outcomes, which might improve treatment for NSCLC. As outlined in Figure 1, by integrating gene expression and metabolomic profiles, we inferred multi‐modal signatures specific for LUAD and LUSC, and further identified metabolic gene survival markers in LUAD and demonstrated their association with tumor stages. Finally, we demonstrated that suppression of therapeutic targets with chemopreventive agents can prioritize the repurposing of existing anti‐cancer drugs, as evidenced by the anti‐cancer effects of the drug AZD‐6482 in LUAD.

**FIGURE 1:**
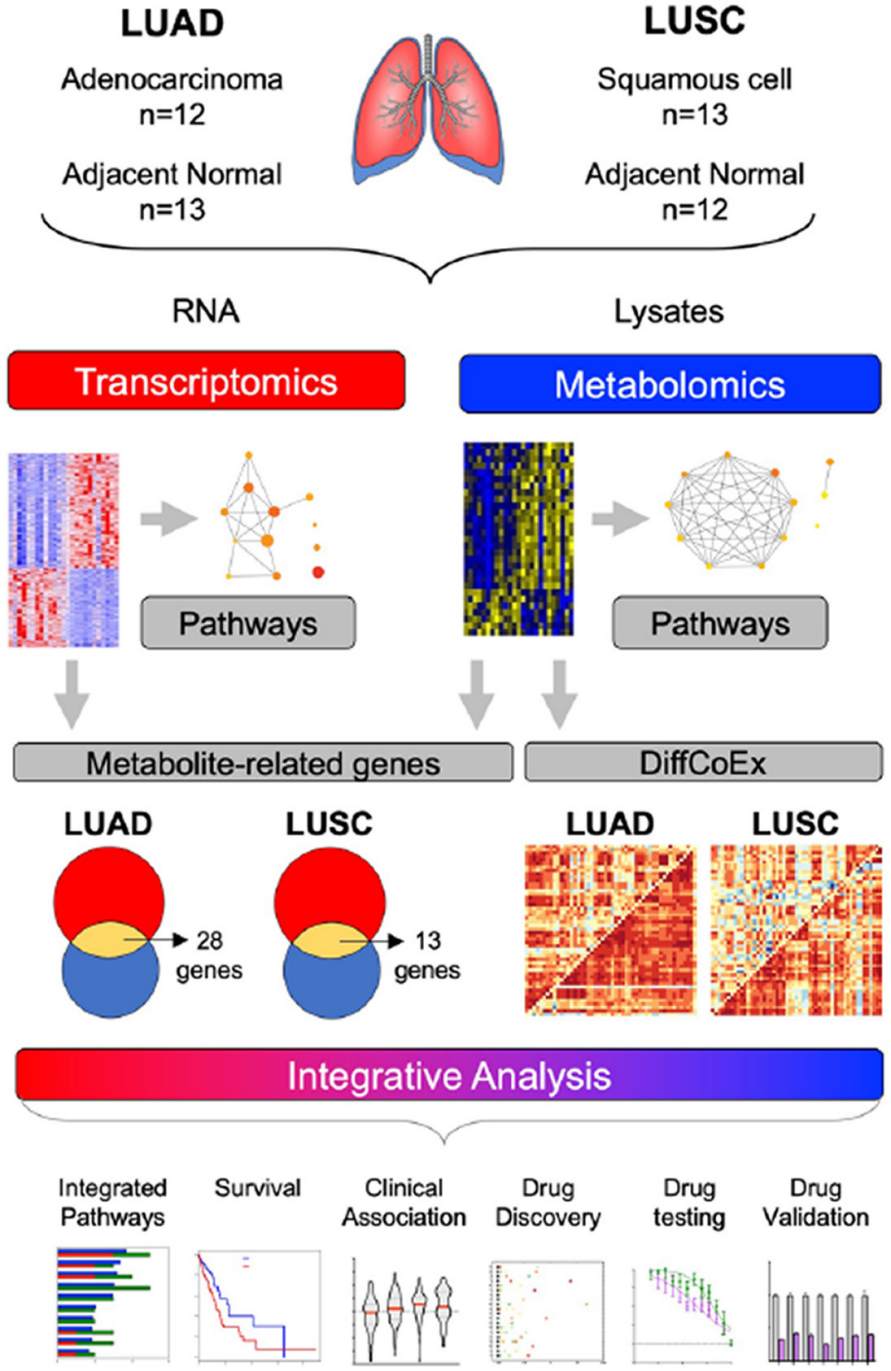
Integrated metabolomic and transcriptomic strategy. We considered biopsies of LUAD tumors (*N* = 13) and adjacent normal tissues (*N* = 12), and LUSC tumors (*N* = 12) and adjacent normal tissues (*N* = 13), and generated RNA‐sequencing and metabolomics profiles. The transcriptomic and metabolomic data were integrated by identifying coordinated changes between tumor and matched normal samples via either differential expression or differential co‐expression, and enriched pathways were inferred. We determined integrated gene signatures, evaluated them for tumor prognosis and drug repurposing, and assessed novel candidates for LUAD treatment. LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma.

## 2 MATERIALS AND METHODS

### 2.1 Biological samples

LUAD and LUSC tissue samples (15 each) for both with adjacent normal tissues (60) were obtained from the Houston Methodist biorepository under an IRB‐approved protocol. All patients signed an informed consent for the use of their tissues in research studies.

### 2.2 RNA sequencing

After measuring concentrations using Thermo Scientific's Nanodrop, RNA was sent to the Sequencing and Gene Editing Core at the University of Houston for: RNA quality analysis using the Agilent 2100 Bioanalyzer; sequencing library preparation using the Illumina Truseq stranded total RNA kit, with 1000 ng of RNA per sample with a RIN value >8.4; and sequencing using the NextSeq 500 (Illumina).

### 2.3 Transcriptomics data analysis

RNA‐seq data were mapped onto the human genome UCSC hg19 using hisat2 (HISAT2, RRID:SCR_015530),^20^ and gene expression were quantified using StringTie (StringTie, RRID:SCR_016323) and GENCODE model. Differentially expressed genes were detected using unequal variance two‐sided Student's *t*‐test with the Benjamini‐Hochberg correction, with significance achieved at FDR < 0.05 and fold change exceeding 1.25X. Enriched pathways were inferred using the hypergeometric test, with significance achieved for FDR < 0.05.

### 2.4 Targeted metabolomics analysis of lung tissue

Metabolites were extracted from homogenized frozen lung tissue samples (25 mg) using the liquid–liquid extraction procedure described previously.^21^, ^22^, ^23^ Pooled mouse liver samples were used for quality control. Deproteinization was performed using a 3K Amico‐Ultra filter (Millipore), followed by drying. Dried pellets were dissolved into methanol–water (50:50 v/v) and subjected to liquid chromatography–tandem mass spectrometry (LC–MS/MS) analysis using hydrophilic interaction chromatography and reverse‐phase chromatography separations.^21^, ^23^ Data were acquired via single reaction monitoring using a 6495 Triple Quadrupole mass spectrometer coupled to an HPLC system (Agilent Technologies) through Agilent Mass Hunter Software. The acquired data from each peak were analyzed and integrated using Agilent Mass Hunter Quantitative Analysis software.

### 2.5 Lung metabolomics analysis

Metabolomics data were normalized to internal standards on a per‐sample, per‐method basis, then log2‐transformed. Differentially expressed metabolites (DEMs) were detected using the unequal variance two‐sided Student's *t*‐test followed by Benjamini‐Hochberg correction, with significance achieved at an FDR‐adjusted *p* < 0.25. Volcano plots were generated using the R statistical system.

### 2.6 Integrative metabolomics and transcriptomics pathway analysis

We determined genes associated with metabolomic signatures using the Human Metabolome Database (HMDB, RRID:SCR_007712).^24^ Enriched pathways were inferred using the ORA method, as implemented by the MSigDB (Molecular Signatures Database, RRID:SCR_016863)^25^ using the hypergeometric test and with significance achieved at an FDR‐adjusted *p* < 0.2.

Differentially co‐expressed modules were detected using the DiffCoEx method.^26^ We analyzed module‐specific hybrid metabolite/transcriptomics pathway using WikiPathways (WikiPathways, RRID:SCR_002134)^27^ with significance achieved at FDR < 0.25.

We used the LUAD integrated transcriptomic/metabolomics signature data to query the Library of Integrated Network‐Based Cellular Signatures (LINCS) for repurposable chemical compounds (LINCS Connectivity Map, RRID:SCR_002639).

### 2.7 Clinical association with TCGA

We determined gene signatures association with patient survival using the TCGA LUAD Cohort. Specimens were stratified and survival association was determined using the R package *survival* ^28^ and the log‐rank test, with significance achieved at *p* < 0.05. Distribution of gene signature score across tumor stages was assessed using the ANOVA test, with significance achieved at *p* < 0.05.

### 2.8 Cell culture and treatments

Normal human bronchial epithelial cells (Beas‐2B) and human LUAD cells (NCI‐H2342) were purchased from ATCC (ATCC Cat# CRL‐9609, RRID: CVCL_0168; ATCC Cat# CRL‐5941, RRID:CVCL_1549). Both cell lines were authenticated from ATCC. Beas‐2B cells were grown in a special media, Bronchial Epithelial Cell Growth Medium Bullet Kit (CC‐3170‐Lonza). H2342 cells were cultured in DMEM:F12 supplemented with 10% fetal bovine serum, 1% penicillin–streptomycin, and 1% glutamine. Cells were seeded at 5000 cells/well in 96‐well plates and grown for 24 h before treatment with various concentrations of AZD‐6482 and PI‐828 (Sigma‐Aldrich, # 1173900‐33‐8 and Tocris‐ 2814/1) for up to 48 h. Cell viability was assessed using the XTT assay.^29^ Absorbance was read at 475 nm with a standard plate reader. The IC_50_ values were calculated using GraphPad Prism software version 8.02 (GraphPad Prism, RRID:SCR_002798). All data in the viability curves are reported as mean ± standard error of the mean.

### 2.9 IPA‐Qiagen

We used Ingenuity pathway analysis (IPA) network analysis (IPA, RRID:SCR_008653) to identify interactions with other genes. We used an ‘enrichment’ score (Fisher's exact test *p*‐value) that measures the overlap of observed and predicted regulated gene sets, and a *Z*‐score assessing the match of observed and predicted up/down‐regulation patterns.

### 2.10 Statistical analysis

We utilized unequal variance two‐sided parametric *t*‐test to assess significance of transcriptomics changes, followed by multiple testing hypothesis corrections using the Benjamini‐Hochberg (False Discovery Rate) method, with significance achieved at FDR < 0.05 and fold change exceeding 1.25X. We utilized unequal variance two‐sided parametric *t*‐test to assess significance of metabolomics changes, followed by Benjamini‐Hochberg correction, with significance achieved for FDR < 0.25. We utilized unequal variance two‐sided parametric *t*‐test with three replicates for Real‐Time PCR analysis, with significance achieved for *p* < 0.05.

## 3 RESULTS

### 3.1 Transcriptomic and metabolic alterations robustly distinguish LUAD and LUSC

The LUAD and LUSC tumors and adjacent normal tissue samples were obtained from both males and females with an age range of 54–80. 

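The deposited table of gene abundances covers 14 LUAD tumors, 14 LUAD adjacent normal tissues, 15 LUSC tumors and 12 LUSC adjacent normal tissues, which is 55 libraries. The paper's final analysis held 12 and 13 samples for LUAD and 13 and 12 for LUSC, and its text does not name the libraries that were left out. The legend of its Figure 1 gives the reverse, 13 and 12 for LUAD and 12 and 13 for LUSC, and the group sizes of the paper below are those of the results text. A further 3 libraries carry labels that disagree on whether the tissue is tumor or normal, and they entered no comparison. The methods name the TruSeq stranded total RNA kit, whereas the labels of the libraries name the SMARTer Stranded Total RNA-Seq Pico Input kit. Reads were mapped to hg19 with HISAT2 by the authors and gene abundance was estimated with StringTie. The values are linear and were quantile-normalized across libraries before the protein-coding genes were taken out, and the table does not state whether they are FPKM or TPM. Read counts were not used here, so the depth behind each value is unknown. The sum of the values per library was 193494 to 277814 in LUAD tumors (median 218354) and 208596 to 365566 in LUAD normal tissues (median 237661). In LUSC it was 142248 to 261137 in tumors (median 232831) and 105957 to 296584 in normal tissues (median 202551). For every comparison 1 was added to each value before the log2 transformation, and tumor was compared with normal tissue by the 2-sided unequal variance t-test with the Benjamini-Hochberg correction over 19586 genes. Genes with an adjusted p under 0.05 and a fold change over 1.25 were called higher or lower, the thresholds of the paper's methods. The 3 LUSC tumors and 5 LUSC normal tissues with the highest signal over 382 olfactory receptor genes, which lung tissue hardly expresses, stood apart from the other 47 libraries. Their mean log2 value over those genes was 0.30 to 1.15, against 0.016 to 0.19 in the others. A value above 1 was found for 7727 to 10769 genes in these 8 libraries and for 11153 to 12109 genes in the other 47.

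**Figure D1:**
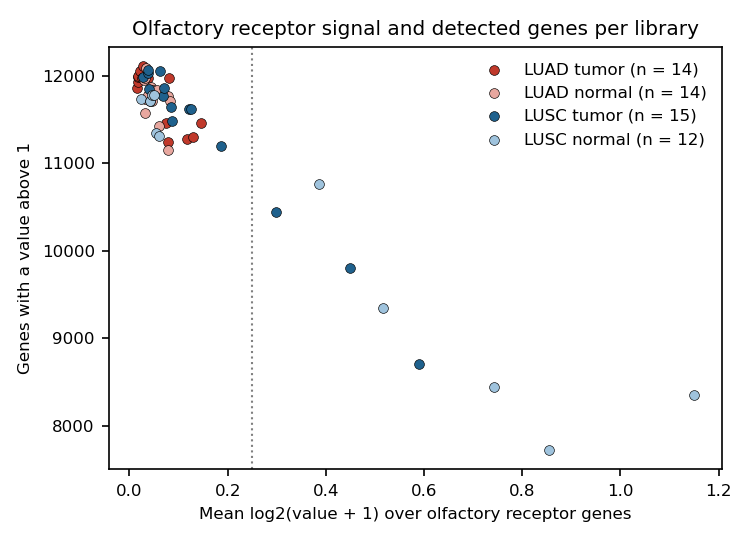
Mean log2(value + 1) over olfactory receptor genes (horizontal axis) and number of genes with a value above 1 (vertical axis) in each of the 55 libraries, colored by group. The 8 libraries to the right of the dotted line at 0.25 are 3 LUSC tumors and 5 LUSC normal tissues, and each has fewer than 11153 genes above 1.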

After removing samples with low‐quality RNA sequencing data, the final analysis included 12 tumors and 13 normal tissues for LUAD and 13 tumors and 12 normal tissues for LUSC as outlined in (Figure 1).

We identified 1064 statistically significant upregulated genes and 733 downregulated genes in LUAD versus adjacent normal tissue, and 688 upregulated and 77 downregulated in LUSC versus adjacent normal tissue (Figure 2A,F). 

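SFTPC and AGER, genes of the normal alveolus, were lower in tumors of both subtypes, and among the genes called higher SPP1 had the largest log2 fold change in LUAD and KRT17 in LUSC. SFTPC, the surfactant protein of alveolar type 2 cells, had a log2 fold change of -4.82 in LUAD (standard error 1.28, adjusted p = 0.026, n = 14 tumors and 14 normal tissues) and of -6.50 in LUSC (standard error 1.14, adjusted p = 0.0016, n = 15 tumors and 12 normal tissues). AGER, a receptor of alveolar type 1 cells, fell by 4.62 in LUAD (standard error 0.86) and by 4.44 in LUSC (standard error 0.95) on the log2 scale. SPP1, which encodes osteopontin, had a log2 fold change of 3.35 in LUAD (standard error 0.72, adjusted p = 0.009). Other genes called higher in LUAD were CTHRC1, a secreted matrix protein (2.83, standard error 0.39), and CYP24A1, the enzyme that inactivates vitamin D (2.60, standard error 0.50). The immediate early transcription factor FOSB fell by 3.81 on the log2 scale in LUAD tumors (standard error 0.72). In LUSC tumors the log2 fold change was 4.28 for CRABP2, a retinoic acid binding protein (standard error 0.54, adjusted p = 7.3e-05), and 5.23 for KRT17, a keratin of squamous epithelia (standard error 1.10, adjusted p = 0.0066, and 0.052 in a test paired on the donor). SFTPA1 and SFTPA2, near-identical surfactant genes whose reads are hard to assign, fell by 5.40 and 5.52 on the log2 scale in LUSC. In all, 586 genes were higher and 720 lower in LUAD tumors, and 877 were higher and 260 lower in LUSC tumors. The test paired on the donor, with 12 complete pairs per subtype, called 1464 genes higher and 1575 lower in LUAD, and 407 higher and 134 lower in LUSC. Without the 8 LUSC libraries of high olfactory receptor signal, 1012 genes were higher and 968 lower in LUSC. These held 584 of the 877 higher and 197 of the 260 lower genes called with all LUSC libraries. At the group sizes of the paper, reached by leaving out 5 libraries picked from their labels, 1609 genes were higher and 1506 lower in LUAD. The 2 LUAD tumors and 1 LUAD normal tissue left out there have no partner, so the paired test leaves them out too. Its rise in LUAD calls was not separated from this removal. Leaving out 1 LUAD tumor at a time gave 363 to 1107 higher genes, and 5 of the 14 tumors moved that count by over 1.5 times. For the lower genes the range was 483 to 1114, and 2 of the 14 tumors moved it that far.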

Overlap of the two signatures showed 329 upregulated and 30 downregulated genes in common between LUAD and LUSC (Figures S1–S8). 

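The genes POSTN, BUB1B and PAICS were higher in both subtypes, and CLDN18 and CLIC5 were lower in both. POSTN, which encodes the matrix protein periostin, had a log2 fold change of 2.42 in LUAD (standard error 0.51) and 3.81 in LUSC (standard error 0.58). The spindle checkpoint kinase BUB1B rose by 1.79 (standard error 0.33) and 2.69 (standard error 0.43) on the log2 scale. PAICS, an enzyme of purine synthesis, rose by 1.20 (standard error 0.31) and 2.21 (standard error 0.43). CLDN18, a tight junction protein of the alveolar epithelium, fell by 3.02 (standard error 0.66) and 2.87 (standard error 0.65), and CLIC5, a chloride channel protein of alveolar type 1 cells, fell by 2.83 (standard error 0.44) and 2.65 (standard error 0.44). In all, 271 genes were higher in both subtypes, where 26.2 would be shared if the calls were independent (1-sided Fisher's exact test, p = 5.5e-216). For the lower genes the overlap was 99, against 9.56 (p = 3.1e-74). No gene was called in opposite directions. Genes are correlated, so these p-values describe the tables of calls and not independent replicates. The number expected also depends on the genes counted. Among 9248 genes above the median abundance in both comparisons, 250 were higher in both against 44.3 expected, and 140 lower against 22.2. Of the 586 genes higher in LUAD, 574 had a positive log2 fold change in LUSC, and of the 720 lower genes 647 had a negative one. The median log2 fold change of those 720 genes was -1.15 in LUAD and -0.68 in LUSC, and -1.03 in LUSC without the 8 libraries of high olfactory receptor signal. Without those libraries 313 genes were lower in both subtypes, and at the group sizes of the paper 484 were higher and 151 lower in both. Leaving out 1 library at a time gave 174 to 401 genes higher in both, and 2 of the 14 LUAD tumors moved that count by over 1.5 times.

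**Figure D2:**
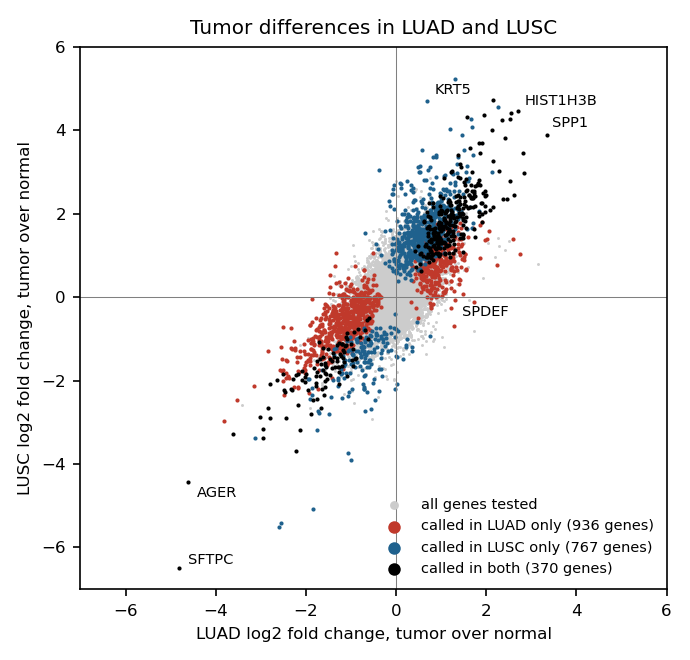
Log2 fold change of tumor over normal tissue in LUAD (horizontal axis) and LUSC (vertical axis) for 19586 genes, each point a gene, with the genes called in LUAD only, in LUSC only or in both colored. The genes called in both lie in the lower left and upper right quadrants, and none lies in the other quadrants.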

Targeted metabolomics identified DEMs in each tumor subtype (Figure 2B,G and Figure S2). We mapped the altered metabolites to their corresponding genes using the HMDB, resulting in 293 LUAD and 462 LUSC altered metabolite‐related genes. Integration of these two omics platforms identified 28 intersecting genes for LUAD and 13 for LUSC (Figure 2C,H). 

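Among the genes that Figure S3C labels, PRMT3, GARS and ALDH18A1 were higher in LUAD tumors, and GRIA1, MGAT3 and GLUL were lower. In LUAD 15 of the 38 genes were called higher, 7 lower and 16 did not pass. PRMT3, an arginine methyltransferase (log2 fold change 0.73, standard error 0.17), GARS, the glycyl-tRNA synthetase (0.89, standard error 0.23), and ALDH18A1, an enzyme of proline synthesis (1.23, standard error 0.28), rose in LUAD tumors. GRIA1, a glutamate receptor subunit, fell by 0.97 on the log2 scale (standard error 0.17), and MGAT3, an N-glycan branching enzyme, fell by 1.25 (standard error 0.21). GLUL, the glutamine synthetase, fell by 1.07 (standard error 0.30, adjusted p = 0.031, and 0.054 in the test paired on the donor). In LUSC 10 genes were called higher, 1 lower and 27 did not pass. Those higher were EPRS, GCSH, GMPS, IL4I1, PPAT, PSAT1, SHMT2, SLC1A5, SUV39H2 and VARS. SHMT2, the mitochondrial serine hydroxymethyltransferase, had a log2 fold change of 2.19 (standard error 0.32, adjusted p = 0.0014) and GMPS, the last enzyme of guanylate synthesis, 2.25 (standard error 0.46, adjusted p = 0.0067). INMT, an indolethylamine methyltransferase and the lower gene in LUSC, had a log2 fold change of -1.92 (standard error 0.45) there and of -2.01 (standard error 0.36) in LUAD. The study chose these genes on these samples, so their direction is not independent evidence. The test paired on the donor called 23 higher and 6 lower in LUAD, and 4 higher and none lower in LUSC. At the group sizes of the paper 26 were higher and 8 lower in LUAD, and 9 were higher and 1 lower in LUSC. Without the 8 libraries of high olfactory receptor signal 11 were higher in LUSC, while EPRS, IL4I1, SLC1A5 and VARS lost their call. Leaving out 1 library ended the LUSC call of VARS in 19 of 27 runs and that of SLC1A5 in 13.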

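PPAT, MDH2 and SRM act in the metabolism of purines, malate and polyamines. PPAT encodes the first enzyme of de novo purine synthesis and lies on chromosome 4 of GRCh37 from 57259528 to 57301781. Its log2 fold change was 0.76 in LUAD tumors (standard error 0.21, adjusted p = 0.033) and 1.34 in LUSC tumors (standard error 0.29, adjusted p = 0.0084). MDH2, the mitochondrial malate dehydrogenase on chromosome 7 from 75677369 to 75696826, had a log2 fold change of 1.11 in LUAD (standard error 0.30, adjusted p = 0.029). In LUSC its value was 1.37 (standard error 0.44, adjusted p = 0.071), which did not pass. SRM, the spermidine synthase on chromosome 1 from 11114641 to 11120077, did not pass in either subtype, with 0.44 in LUAD (standard error 0.30, adjusted p = 0.36) and 1.73 in LUSC (standard error 0.49, adjusted p = 0.051). At the group sizes of the paper SRM was called higher in LUAD (adjusted p = 0.043) and in LUSC (adjusted p = 0.048). Without the 8 libraries of high olfactory receptor signal the LUSC value of SRM was 0.80. Leaving out 1 library at a time ended the call of PPAT in LUAD in 6 of 28 runs, and brought SRM past the threshold in LUSC in 6 of 27.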

Only three metabolite‐related genes were common between LUAD and LUSC (Figure S3). To further explore altered biochemical pathways, we performed pathway enrichment analysis of the metabolite‐related genes and identified 39 significantly enriched biochemical pathways (*p* < 0.05). Of these pathways, 24 were highly interconnected and related to the synthesis of amino acids, namely lysine, cysteine, methionine, arginine, proline, tryptophan, and alanine as well as glycolysis, lipid metabolism, and fatty acids (Figure 2D,E,I,J). These results highlight differences between LUAD and LUSC in terms of differential expression of genes, altered metabolites, and dysregulation of biochemical pathways.

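No gene passed the test of whether its tumor difference differs between LUAD and LUSC, and KRT5, PKP1 and SPDEF were among those with a small unadjusted p. In simulated values this test recovered 3% of differences of 1 and 60% of differences of 2 on the log2 scale. A count of 0 therefore does not show that the subtypes are alike. Of 19 squamous markers none was called in LUAD, while 14 were higher in LUSC, where the test paired on the donor called 2 and the list had adjusted p = 0.094 with an estimated correlation. The list was not tested between the subtypes. KRT5, a keratin of basal and squamous cells, had a log2 fold change of 0.69 in LUAD (standard error 0.73) and 4.71 in LUSC (standard error 1.05). The difference between them was -4.02 (standard error 1.31, p = 0.0033, adjusted p = 0.42 from limma's interaction test). PKP1, a plakophilin of squamous desmosomes, had values of -0.05 and 2.68, a difference with p = 0.00013 and an adjusted p of 0.24. SPDEF, a transcription factor of glandular epithelium, had a log2 fold change of 1.31 in LUAD (standard error 0.23, adjusted p = 0.006) and -0.06 in LUSC (standard error 0.14), with the smallest interaction p of all genes (4.2e-06, adjusted p = 0.081). Of 19586 genes, 1707 had an unadjusted interaction p under 0.05 in limma, and 1665 in a linear model without moderation across genes, which also called 0. After the libraries were re-centred, or at the group sizes of the paper, SPDEF passed. Without the 8 LUSC libraries of high olfactory receptor signal 17 genes passed, 14 with the larger value in LUSC. Among those were 5 genes of squamous epithelium, PKP1, DSG3, CALML3, FAT2 and LGALS7, chosen for naming after their values were seen. Their LUAD values were below those of LUSC by 3.46, 3.27, 3.31, 2.12 and 3.20 on the log2 scale. From the genes, metabolites and pathways altered in each tumor type, the paper concludes that LUAD and LUSC differ in gene expression, metabolites and biochemical pathways.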

**FIGURE 2:**
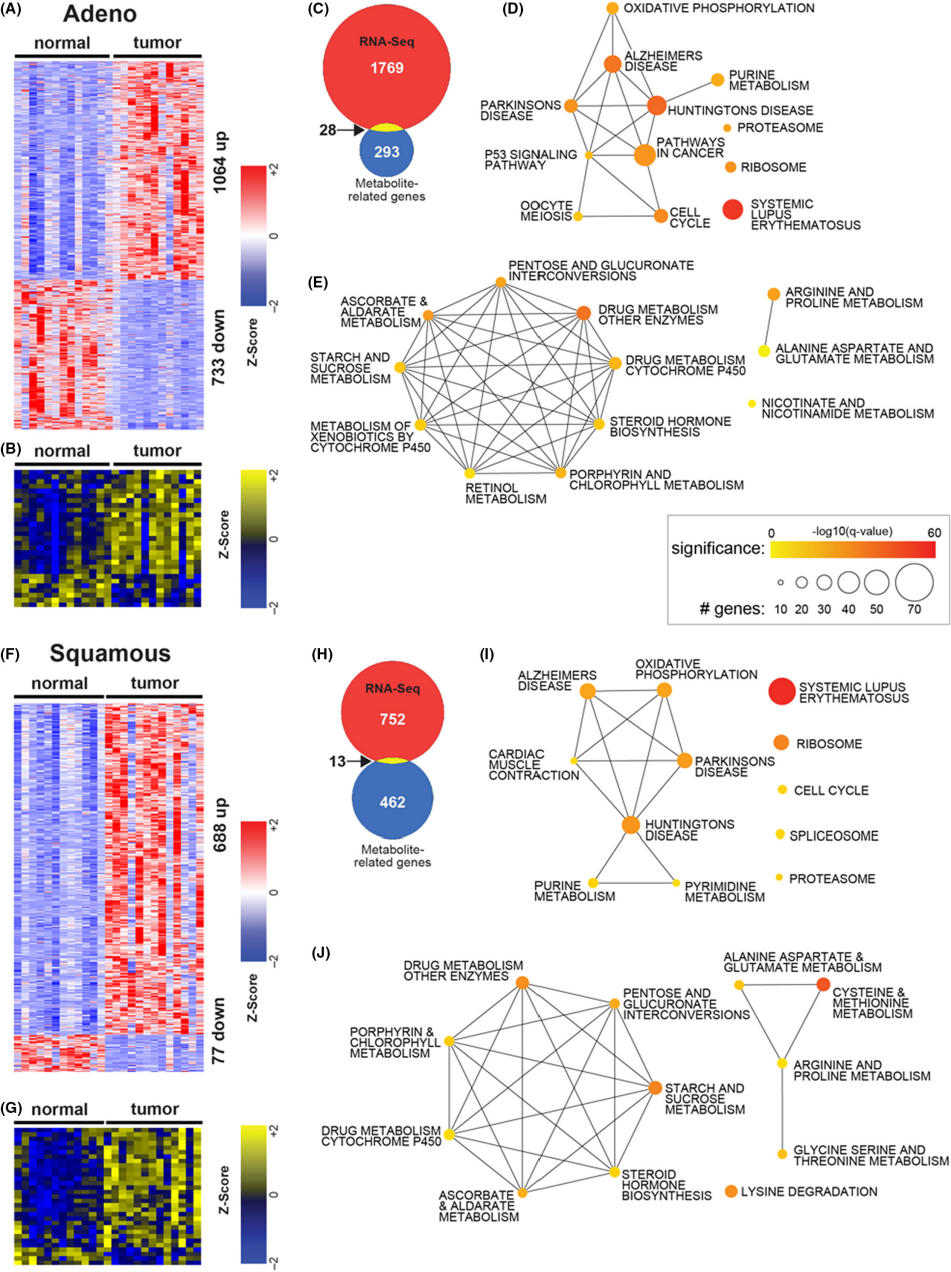
Metabolomic and transcriptomic signatures and enriched pathways in LUAD and LUSC. (A) Heatmap of 1797 genes differentially expressed between tumor and adjacent normal tissue in LUAD (FDR < 0.05, fold change exceeding 1.25X). (B) Heatmap of 29 metabolites differentially expressed between tumor and adjacent normal tissue in LUAD (FDR < 0.25). (C) Venn diagram of 1797 differentially expressed genes and 316 genes associated with differential metabolites in LUAD, yielding an integrative 28‐gene signature. Networks of top enriched pathways using the 1797 differentially expressed genes (D) or 316 genes associated with differentially expressed metabolites (E) in LUAD. (F) Heatmap of 765 genes differentially expressed between tumor and adjacent normal tissue in LUSC (FDR < 0.05, fold change exceeding 1.25X). (G) Heatmap of 33 metabolites differentially expressed between tumor and adjacent normal tissue in LUAD (FDR < 0.25). (H) Venn diagram of 765 differentially expressed genes and 475 gene associated with differential metabolites in LUSC, yielding an integrative 13‐gene signature. Networks of top enriched pathways using the 765 differentially expressed genes (I) or 475 genes associated with differentially expressed metabolites (J) in LUSC. LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma.

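Some histone genes and enzymes of nucleotide synthesis were called higher in LUAD tumors, and nuclear-encoded respiratory chain, ribosome and proteasome genes had positive medians with few members called. Of 70 replication-dependent histone genes, which package new DNA, 27 were higher and none lower (50 higher when adjusted over the list alone), with a median log2 fold change of 1.12 (adjusted p = 2.8e-23, and adjusted p = 0.079 with an estimated correlation). HIST1H2AM had a log2 fold change of 2.55 (standard error 0.48) and HIST1H2AH one of 2.53 (standard error 0.43). These genes are near-identical copies with mostly non-polyadenylated mRNA, so the assignment of reads to single members is uncertain. Among 14 genes of purine synthesis 4 were higher and none lower (9 higher when adjusted over the list alone, median 0.68), including ATIC, which rose by 0.91 (standard error 0.22). Their adjusted p was 1.5e-05, and adjusted p = 0.094 with an estimated correlation. Of 15 genes of pyrimidine synthesis 4 were higher (8 when adjusted over the list alone, median 0.58), among them NME1, a nucleoside diphosphate kinase (1.91, standard error 0.45), with adjusted p = 0.051 under an estimated correlation. Of 77 nuclear-encoded genes of the respiratory chain and ATP synthase none was called higher or lower, also when adjusted over the list alone, while their median was 0.67 (adjusted p = 1.5e-09, and adjusted p = 0.30 with an estimated correlation). The test paired on the donor called 27 of them higher. MT-CYB and MT-ND5 were the called members of 13 mitochondrially encoded genes, with log2 fold changes of -1.31 (standard error 0.37) and -1.16 (standard error 0.33). For these 13 genes the median was -0.89 (10 lower when adjusted over the list alone, adjusted p = 4.6e-06, and adjusted p = 0.21 with an estimated correlation). Of 77 ribosomal protein genes 1 was higher, RPL36A, which has near-identical copies, and the median was 0.52 (adjusted p = 7.3e-10, and adjusted p = 0.30 with an estimated correlation). The test paired on the donor called 23 of them higher and 1 lower. The call of RPL36A ended in 20 of 28 runs with 1 library left out. Of 32 proteasome genes none was called (median 0.46, adjusted p = 0.18 with an estimated correlation), while the test paired on the donor called 9 higher. Of 16 p53 targets 1 was lower, the stress gene GADD45B, and the list was not called (adjusted p = 0.13). Leaving out 1 library ended the call of GADD45B in 20 of 28 runs. Endothelial markers were lower in the same tumors, 12 of 13 (median -1.52, adjusted p = 5.5e-13, and adjusted p = 0.039 with an estimated correlation), and so were 5 of 8 alveolar type 1 markers. Lists were compared with all other genes by limma's camera test, and the adjusted p-values cover 34 lists in both subtypes.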

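Most replication-dependent histone genes and 11 glycolysis genes were higher in LUSC tumors, while the respiratory chain, ribosome, proteasome and spliceosome had positive medians with fewer members called. Of 70 replication-dependent histone genes 58 were higher and none lower (61 higher when adjusted over the list alone), with a median log2 fold change of 2.56 (adjusted p = 2.9e-49, and adjusted p = 0.03 with an estimated correlation). The linker histone HIST1H1B rose by 4.37 on the log2 scale (standard error 0.46), with the same doubt over near-identical copies as in LUAD. Of 21 glycolysis genes none was lower (13 higher when adjusted over the list alone, median 1.21, adjusted p = 7.3e-10, and adjusted p = 0.079 with an estimated correlation). SLC2A1, the glucose transporter GLUT1, had a log2 fold change of 3.20 (standard error 0.63), and TPI1, the triosephosphate isomerase, one of 2.42 (standard error 0.41). Among 46 spliceosome genes 10 were higher (22 when adjusted over the list alone, median 0.99, adjusted p = 0.10 with an estimated correlation), with SNRPB, a core snRNP protein, at 2.61 (standard error 0.60). Of 77 respiratory chain and ATP synthase genes 17 were higher (50 when adjusted over the list alone, median 1.45, adjusted p = 0.13 with an estimated correlation), including NDUFS6 of complex I (2.13, standard error 0.45). Of 77 ribosomal protein genes 8 were higher (55 when adjusted over the list alone, median 1.47, adjusted p = 0.18 with an estimated correlation). Of 32 proteasome genes 6 were higher (20 when adjusted over the list alone, median 1.10, adjusted p = 0.094 with an estimated correlation), for example PSMC2 (1.97, standard error 0.42). No member of these lists was called lower. The 14 genes of purine synthesis held 3 higher genes (11 when adjusted over the list alone, median 1.03, adjusted p = 0.094 with an estimated correlation), and the 15 of pyrimidine synthesis held 5 (8 when adjusted over the list alone, median 0.82, adjusted p = 0.079 with an estimated correlation). The 13 mitochondrially encoded genes (adjusted p = 0.23) and the 16 p53 targets (median -0.02, mean 0.0073, adjusted p = 0.39) were not called, and without the 8 libraries of high olfactory receptor signal the p53 targets were called lower (adjusted p = 0.0036). Without those libraries the medians were 0.67 for the respiratory chain, 0.62 for the ribosome, 0.62 for the proteasome, 0.61 for the spliceosome and 0.49 for purine synthesis, and the median over 12048 expressed genes went from 0.26 to 0.06. The test paired on the donor called 5 genes of the respiratory chain, 3 of the ribosome, 2 of the proteasome, 6 of the spliceosome and 6 of glycolysis higher.

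**Figure D3:**
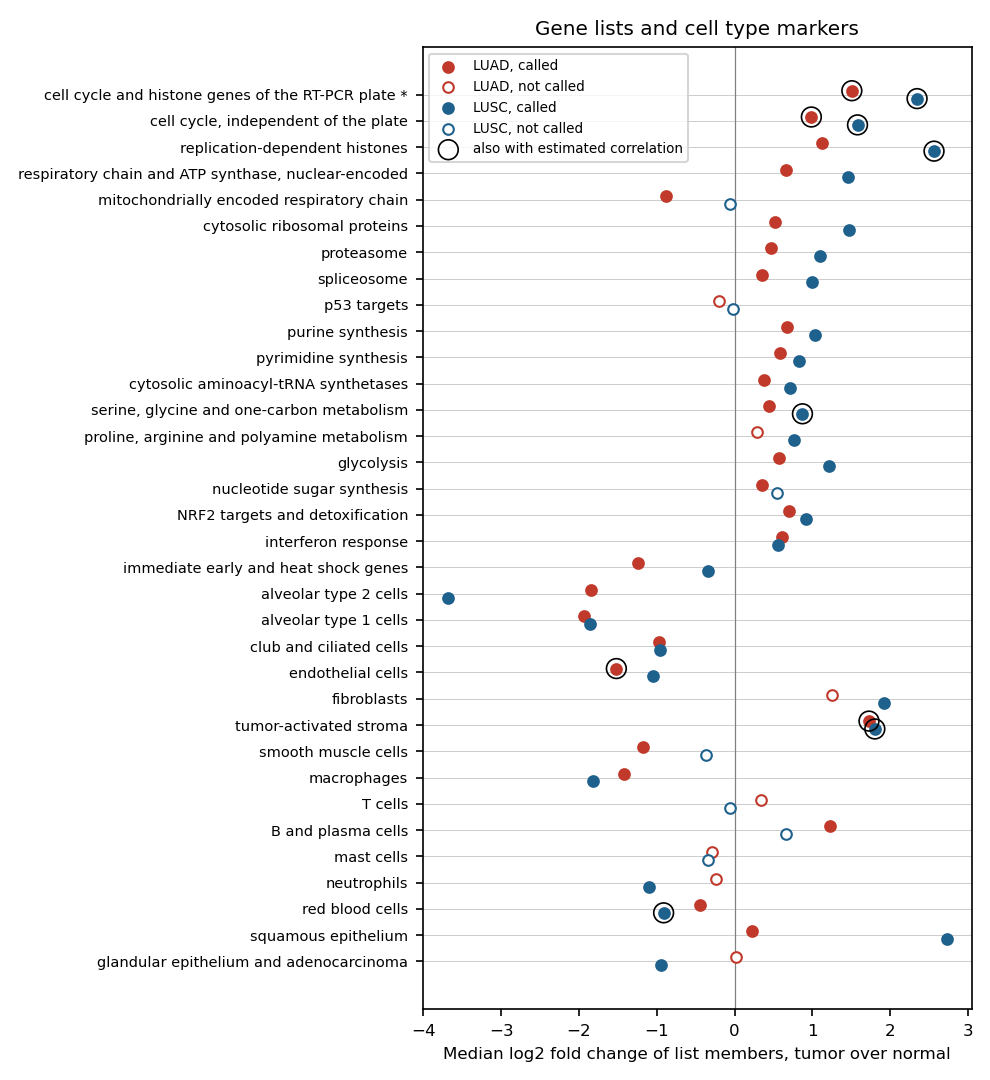
Median log2 fold change of tumor over normal tissue (horizontal axis) for the members of each of 34 gene lists in LUAD (red) and LUSC (blue), filled where the list passed limma's camera test at an adjusted p under 0.05 and ringed where it also passed with an estimated correlation. The lowest point is that of the alveolar type 2 markers in LUSC at -3.69 and the highest that of the squamous markers in LUSC at 2.73, and the list marked with an asterisk was chosen by the study on these samples.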

### 3.2 Metabolic networks are disrupted during LUAD and LUSC tumorigenesis

To identify disruption of existing biological processes or gain of new oncogenic processes during tumorigenesis, we used Differential CoExpression (DiffCoEx) analysis. The number and direction of DEMs associated with each DiffCoEx module are presented in Figure S4; the majority of metabolites in DiffCoEx modules do not overlap with DEMs. Using the metabolites expressed in tumor compared to adjacent normal, we observed loss of correlation between metabolites in both LUAD (Figure 3A) and LUSC (Figure 3C) tumors, reflecting disruption of normal lung function. However, the brown module in LUAD showed a gain of correlation in one group of nine metabolites (Figure 3B), suggestive of development of an onco‐metabolomic module. We combined these nine metabolites with the 57 metabolite‐related genes from the RNA‐seq analysis and performed over‐representation analysis of pathway enrichment (Figure 3B), revealing a significant portion were associated with one‐carbon metabolism and methylation pathways. The corresponding brown module in LUSC showed loss of coherence in cancer and by combining its eight metabolites with the 42 metabolite‐related genes (Figure 3D) found that genes were associated with electron transport chain and nucleotide metabolism pathways. Pathway enrichment results for the other modules are shown in Figures S5 (LUAD) and S6 (LUSC). In a pairwise overlap analysis of all modules identified in each subtype (Figure 3E), we identified shared DEMs between LUAD and LUSC. Four of the eight metabolites from the LUSC brown module were shared with the onco‐metabolic LUAD brown module (4 out of 9), including GMP, guanine, AMP, and acetylcholine. The LUSC turquoise module (15 metabolites) had six and five metabolites in common with the LUAD yellow and turquoise models, respectively. Finally, 4 out of 6 metabolites in the LUSC red module overlapped with 4 out of 11 metabolites in the LUAD blue module. These results show that there are unique metabolite modules and related tumor gene signatures that discriminate LUAD from LUSC, but also previously unappreciated common metabolic networks, indicating potential biomarkers and novel therapeutic vulnerabilities between the two subtypes.

**FIGURE 3:**
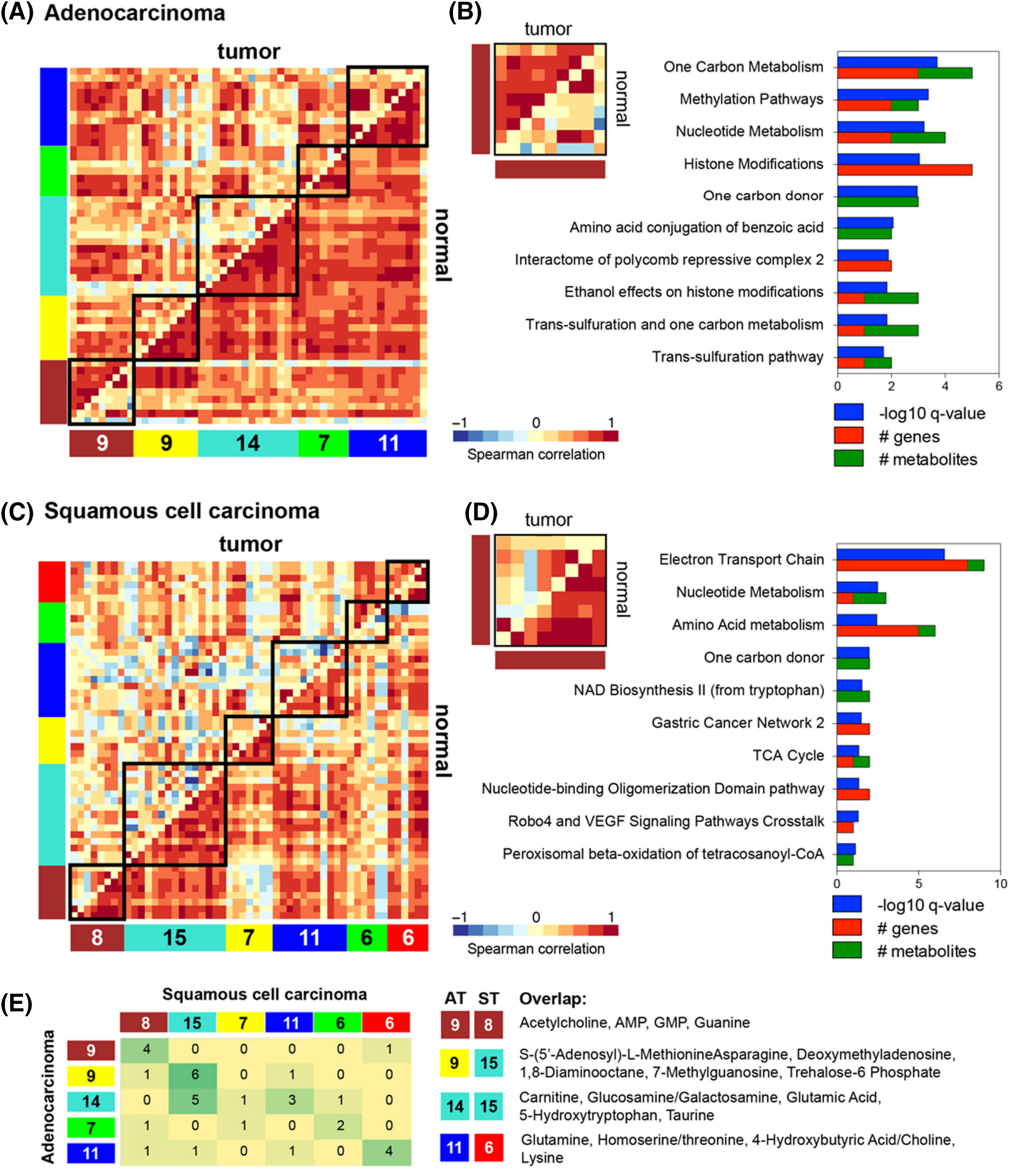
Differential co‐expression analysis in LUAD and LUSC metabolites. (A) DiffCoEx identified five modules of metabolites differentially correlated between LUAD tumor and adjacent normal samples. The brown module, with nine metabolites, contains metabolites with increased correlation in tumor samples. (B) Top 10 enriched pathways in LUAD using metabolites from the brown module and associated differentially expressed genes, graphed as −log10 *p*‐value, showing also the number of metabolites or metabolite‐related genes contributing to pathway enrichment. Significance was determined by hypergeometric distribution. (C) Differential co‐expression analysis identified six modules of metabolites differentially correlated between LUSC tumor and adjacent normal samples. The green module, including six metabolites, contains metabolites with increased correlation in tumor samples. (D) Top 10 enriched pathways in LUSC using metabolites from the brown module and associated differentially expressed genes, graphed as −log10 *p*‐value, showing also the number of metabolites or metabolite‐related genes contributing to pathway enrichment. Significance was determined by hypergeometic distribution. (E) Pairwise overlap analysis between the LUAD and LUSC modules shows both similar and distinct patterns of metabolite differential co‐expression between the two cancer types. DiffCoEx, differential co‐expression analysis; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma.

### 3.3 Integrative metabolomic/transcriptomic signature has prognostic capabilities in LUAD

Our multi‐modal integration of metabolomic and transcriptomic signatures revealed 28 common genes in LUAD (Figure 2C). Intriguingly, this signature was significantly associated with survival in the TCGA LUAD cohort, with a higher activity score associated with a worse prognosis (log‐rank test, *p* < 0.02). Because the LUSC 13‐gene signature was not associated with prognosis in the TCGA LUSC cohort, we elected to proceed with further analysis only in the LUAD cohort. Survival analysis in LUAD, based on individual genes, identified six upregulated genes (EPRS, LDHA, PARP9, PPAT, SMS, and SRM) significantly associated with survival (Figure 4A). In addition, we analyzed whether the 28‐gene signature or component genes were associated with different stages of lung cancer. We observed that the activity score of the 28‐gene signature, and expression of three of the six genes associated with survival (LDHA, SMS, and SRM), showed a significant, increasing association with advancing LUAD stages (I–IV) (ANOVA, *p* < 0.05) (Figure 4B). Together, these results show that the integrated transcriptomic/metabolomic gene signature, as well as the six upregulated genes, may be potentially be used as biomarkers to predict patient survival.

**FIGURE 4:**
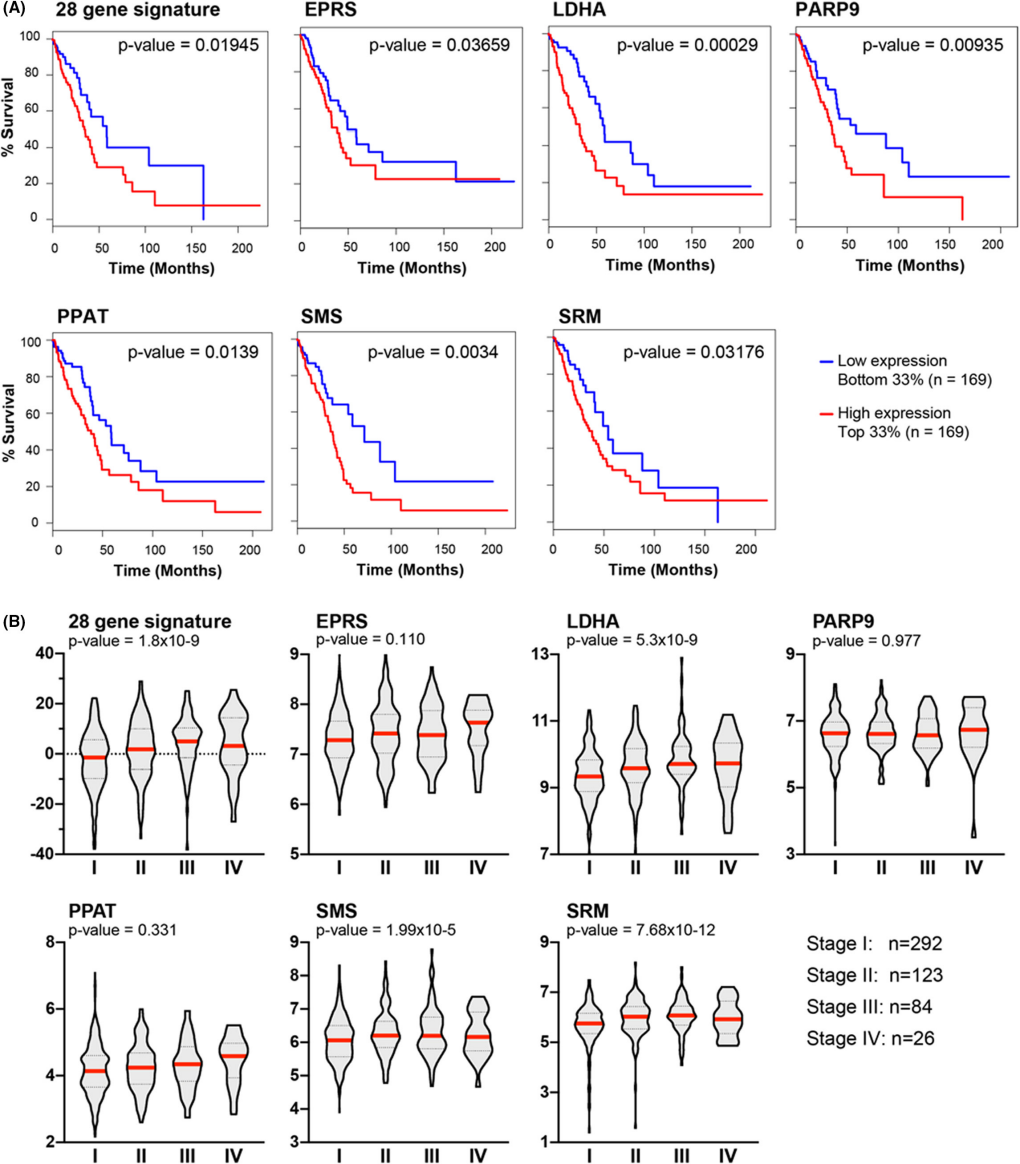
Clinical associations of the LUAD integrative transcriptomics and metabolomics signature in the TCGA LUAD cohort. (A) Survival analysis indicates that patients in the top tertile for activity score of the integrative 28‐gene signature have lower prognosis compared to those in the lower tertile (log‐rank test, *p* < 0.05). Six individual genes in the 28‐gene signature, EPRS, LDHA, PARP9, PPAT, SMS, and SRM, show similar prognosis as the full signature. (B) The 28‐gene signature shows increased activity score with increased tumor stage in the TCGA LUAD cohort (ANOVA test, *p* < 0.05). Similar properties are observed for 3 out of the 28 individual genes, LDHA, SMS, and SRM. LUAD, lung adenocarcinoma; TCGA, The Cancer Genome Atlas.

### 3.4 The 28‐gene multi‐omics signature can be used to identify chemoprevention modalities

Because the genes in the 28‐gene LUAD signature showed distinct patterns across the major cancer types compared to consistently upregulated genes, such as those associated with the cell cycle (Figure 5A), we hypothesized the metabolite‐related signature could be used to identify chemopreventive agents. We queried the LINCS/Connectivity Map resource, which evaluates chemical compound profiles across multiple cancer cell lines and computes an aggregated similarity score. Out of the top 20 chemopreventive agents ranked by anti‐correlation score with the 28‐gene signature (Figure 5B), 16 (80%) were kinase inhibitors. Fourteen of the compounds have been used in clinical trials (according to clinicaltrials.gov), and seven of those have been used for NSCLC. Of the eight PI3K inhibitors, only one had been used in a NSCLC clinical trial (GDC‐0941/pictilisib) and four others had been used in clinical trials for other diseases. We selected two drugs, AZD‐6482 (PI3Kβ inhibitor) and PI‐828 (PI3K inhibitor), for further study. AZD‐6482 has been used in two clinical trials to test an anti‐platelet effect, while PI‐828 has not been used in humans. In a cytotoxicity assay, PI‐828 inhibited both H2342 lung cancer cells and Beas‐2B normal lung epithelial cells similarly, with IC_50_ values of 71 and 50 μM respectively (Figure 5C). In contrast, AZD‐6482 inhibited the growth of H2342 cells, with an IC_50_ value of 40 μM compared to 178 μM for Beas‐2B cells. Since AZD‐6482 inhibited H2342 cells at a lower concentration with negligible effect on normal lung epithelial cells (Beas‐2B), we proceeded with this drug for further experiments. To determine potential therapeutic targets, we selected six genes with differences in LUAD survival, along with a few other genes from the 28 gene signature and six cell cycle‐specific genes from the RNA‐Seq data (see Figure S7). 

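Regulators of mitosis and DNA replication were higher in tumors of both subtypes. AURKB, the kinase of the chromosomal passenger complex, had a log2 fold change of 1.18 in LUAD (standard error 0.26, adjusted p = 0.011) and 2.33 in LUSC (standard error 0.24, adjusted p = 3.6e-05). PLK1, a mitotic kinase, rose by 1.61 (standard error 0.28) and 2.45 (standard error 0.33), and CCNB1, the mitotic cyclin B1, by 2.37 (standard error 0.35) and 2.36 (standard error 0.45). CENPA, the centromeric histone variant, rose by 1.12 (standard error 0.27) and 1.65 (standard error 0.32), and KIF2C, a kinesin that depolymerizes microtubules, by 1.52 (standard error 0.29) and 2.70 (standard error 0.34). RRM2, a subunit of ribonucleotide reductase, rose by 2.45 (standard error 0.38) and 2.34 (standard error 0.50). Of the 38 genes read from the plate map of Figure S7, reference controls included, 33 were higher in LUAD and 22 in LUSC, and none was lower. The map as read holds no row D and its legend counts more genes, so the plate is not covered in full. The 17 cell cycle and histone genes on the plate were all higher in LUAD, and 16 were higher in LUSC, where EXO1, an exonuclease of DNA repair, had a value of 0.23 (standard error 0.51). Without the 8 libraries of high olfactory receptor signal EXO1 was called higher (1.23, adjusted p = 0.016), and 16 of the 17 were again higher. This list was chosen by the study on these samples, so its direction is not independent evidence. In 32 other cell cycle genes 28 were higher in LUAD (31 when adjusted over the list alone) and 24 in LUSC (30 when adjusted over the list alone), and none was lower. Their median log2 fold change was 0.99 in LUAD and 1.58 in LUSC, with an adjusted p of 0.03 in both under an estimated correlation. TOP2A, the replication-linked topoisomerase, rose by 2.29 (standard error 0.42) and 3.03 (standard error 0.49). Of the reference controls, ACTB was not called, with -0.36 in LUAD (standard error 0.37) and 1.07 in LUSC (standard error 0.80), while GAPDH was called higher, with 1.84 (standard error 0.47) and 3.69 (standard error 0.79). In LUSC the test paired on the donor called 15 of the 38 plate genes and 14 of the 32 other cell cycle genes higher.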

Cell cycle genes were included because deregulation of cell cycle events is common in NSCLC, and various inhibitors of AURKB kinases are being evaluated for potential targeted therapy in NSCLC.^30^ Using RT‐PCR, we observed that AZD‐6482 significantly inhibited expression of three tumor survival markers, LDHA, PPAT, and SMS (*t*‐test, *p* < 0.05) (Figure 5D). Notably, LDHA was found to interact with the cell cycle‐related PLK1‐AURKB‐CENPA axis (see Figure S8). Our data suggest that AZD‐6482 could potentially suppress three metabolic tumor survival markers to potentially increase the survival of LUAD cancer patients.

**FIGURE 5:**
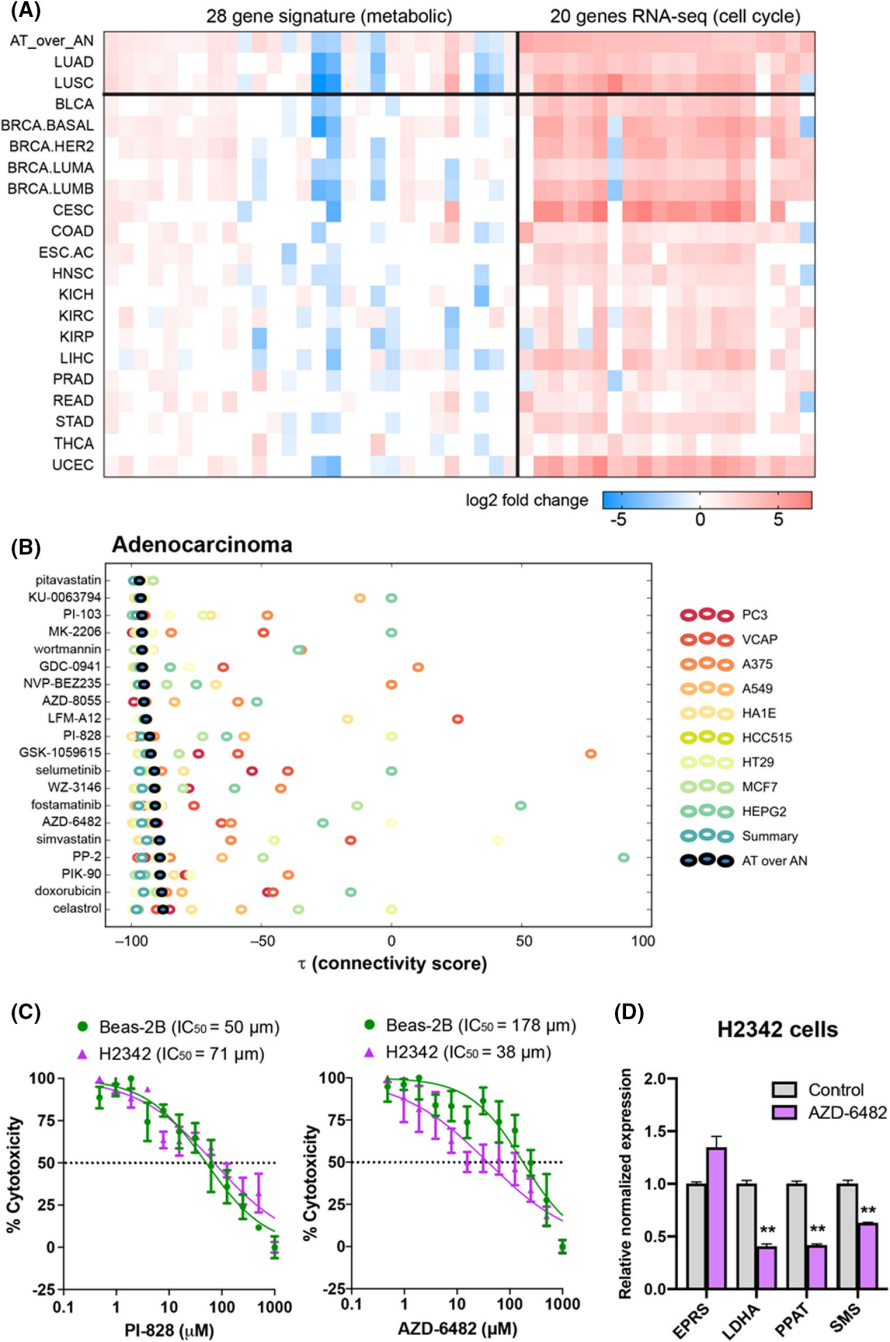
Integrative transcriptomic/metabolomics signature highlights therapeutic vulnerabilities in LUAD. (A) Heatmap showing fold changes for the integrative 28‐gene signature and for 20 differentially expressed genes involved in the cell cycle pathway across 20 TCGA cancer cohorts. Whereas the cell cycle genes are differentially expressed and increased across the majority of the cancers, the integrative transcriptomic/metabolomic gene signature shows cancer‐specific patterns. (B) Top 20 repurposable chemical compounds based on LINCS/Connectivity Map, targeting the integrative 28‐gene signature. The final connectivity score of each compound (indicated by black circles) is based on the integration of connectivity scores of the same chemical compound over a diverse collection of cancer cell lines. (C) IC_50_ analysis of PI‐828 or AZD‐6482, potential LUAD drugs identified in (B) and targeting the dysregulated transcriptomic/metabolic axis. PI‐828 shows no significant difference in IC50 between the two cell lines, while AZ‐6482 shows a higher IC_50_ in Beas‐2B normal cells (178 μM) compared to H2342 LUAD cells (38 μM). (D) RT‐PCR analysis of H2342 cells treated with AZD‐6482 shows that expression of putative oncogenes LDHA, PPAT, and SMS is reduced (*n* = 3 replicates, **p < 0.01). LUAD, lung adenocarcinoma; TCGA, The Cancer Genome Atlas.

## 4 DISCUSSION

The rapid development of omics technology has facilitated molecular insights into NSCLC. These studies have revealed transcriptomic expression signatures associated with clinical outcomes in NSCLC,^17^, ^31^, ^32^, ^33^, ^34^, ^35^ protein signatures with biomarker potential,^16^, ^36^ and epigenomics markers revealing changes in LUAD and LUSC that could be useful prognostic biomarkers for cancer progression or response to treatment.^7^, ^8^, ^37^, ^38^ Multi‐omics integrative analysis, which aims to expand the understanding of carcinogenesis from a single parameter model to a systemic multi‐parameter model, has enabled subtype identification and characterization in both LUAD and LUSC.^5^, ^6^, ^39^ However, the limited number of LUAD and LUSC studies integrating transcriptomics or proteomics with metabolomics have not generated lung cancer biomarkers or identified novel anti‐cancer drugs targeting the disrupted metabolic/transcriptomic networks. To fill this knowledge gap, we integrated transcriptomics with metabolomics in a systems biology approach to reveal metabolite‐related gene signatures, altered metabolic pathways, potential prognostic markers, and metabolite gene therapeutic targets in LUAD and LUSC.

Previous studies identified individual metabolism‐associated genes associated with survival, such as ATIC and ADSL, which are associated with purine metabolism.^40^ Based on our experience identifying metabolism‐associated transcriptomic or proteomic markers in other cancers,^22^, ^41^, ^42^, ^43^ we sought to identify metabolite‐related genes as potential prognostic markers for LUAD and LUSC. We have identified a 28‐gene metabolite‐related signature for LUAD and a 13‐gene signature for LUSC. High expression of these 28 LUAD‐specific genes, but not of the 13 LUSC‐specific genes, was associated with poor survival in the TCGA LUAD dataset. We analyzed the prognostic capability of individual genes from the LUAD‐specific 28‐gene signature and found that higher expression of six genes, including EPRS, LDHA, PARP9, PPAT, SMS, and SRM, was associated with poor survival. Recent studies demonstrated that aberrant expression of these genes at the transcript or protein level was associated with lung malignancies and the genes were potential therapeutic targets.^16^, ^36^, ^44^, ^45^, ^46^ Tumor stage is currently utilized as a strong indicator of survival in NSCLC,^47^ but is not very accurate at the individual level.^48^ Our analysis showed that expression of the LUAD‐specific 28‐gene signature, as well as that of three of the six survival‐associated genes (LDHA, SMS, and SRM), significantly increased from Stage I to Stage IV in the TCGA data set. Our study provides both individual genes and complex gene signatures that could serve as prognostic biomarkers in LUAD to improve therapeutic decisions.

Recent studies and ongoing trials have aimed to identify novel metabolism‐targeting drugs. To determine whether the LUAD‐specific 28‐gene signature could contain novel therapeutic targets, we used LINCS/Connectivity Map analysis^49^, ^50^ to rank repurposable drugs with potential novel efficacy against lung cancer. AZD‐6482, a drug that completed Phase 1 clinical trials for antiplatelet effects (NCT00688714, NCT00853450), was selected for further evaluation. AZD‐6482 is a selective PI3K p110β inhibitor and the PI3K signaling pathway is highly critical in a variety of human cancers, including NSCLC.^51^ Therefore, targeted PI3K inhibitors are potential anticancer drugs. Previous studies have reported that p110β may play a pivotal role in PTEN loss‐induced tumorigenesis in glioblastoma.^52^ Loss of PTEN expression is a frequent occurrence in lung cancer, regulated at many levels.^53^ Here, we examined the effect of AZD‐6482 on expression of the 28 genes from the metabolite‐related signature, as well as six cell cycle genes and 12 other differentially expressed genes, to determine potential therapeutic targets. Three metabolite‐related genes (LDHA, PPAT, and SMS) were increased in LUAD tumors but markedly suppressed after treatment with AZD‐6482. 

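Of LDHA, PPAT and SMS, the latter pair passed the test in LUAD tumors. LDHA, the lactate dehydrogenase subunit on chromosome 11 of GRCh37 from 18416107 to 18429972, had a mean log2 value of 6.96 ± 1.00 (SD, n = 14) in tumors and 5.80 ± 0.99 (SD, n = 14) in normal tissue. Its log2 fold change was 1.16 (standard error 0.38, adjusted p = 0.059), and 12 of 14 tumors lay above the normal median. The test paired on the donor gave 1.44 (adjusted p = 0.03, 12 pairs), and the comparison at the group sizes of the paper 1.41 (adjusted p = 0.01). Both leave out the same 2 LUAD tumors and 1 LUAD normal tissue, so they are not separate evidence. PPAT was at 1.55 ± 0.67 (SD, n = 14) in LUAD tumors and 0.79 ± 0.41 (SD, n = 14) in normal tissue. SMS, the spermine synthase on chromosome X from 21958827 to 22012955, had a log2 fold change of 0.87 (standard error 0.26, adjusted p = 0.043), and leaving out 1 library ended that call in 19 of 28 runs. Among the other survival genes, EPRS, the glutamyl-prolyl-tRNA synthetase, rose by 0.94 (standard error 0.24, adjusted p = 0.02). PARP9, an ADP-ribosyltransferase of the interferon response, had a value of 0.42 (standard error 0.23, adjusted p = 0.23), and an adjusted p of 0.01 in the paired test. In LUSC tumors the log2 fold change was 1.70 for LDHA (standard error 0.51, adjusted p = 0.056), 1.54 for SMS (standard error 0.50, adjusted p = 0.071), 1.22 for EPRS (standard error 0.34, adjusted p = 0.035) and 0.74 for PARP9 (standard error 0.36, adjusted p = 0.24). The EPRS call in LUSC ended in the paired test (adjusted p = 0.12) and without the 8 libraries of high olfactory receptor signal (adjusted p = 0.06). The interaction test of LUAD against LUSC gave p = 0.38 for LDHA and p = 0.22 for SMS. Leaving out 1 library at a time brought LDHA past the threshold in 4 of 28 runs in LUAD and in 5 of 27 in LUSC.

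**Figure D4:**
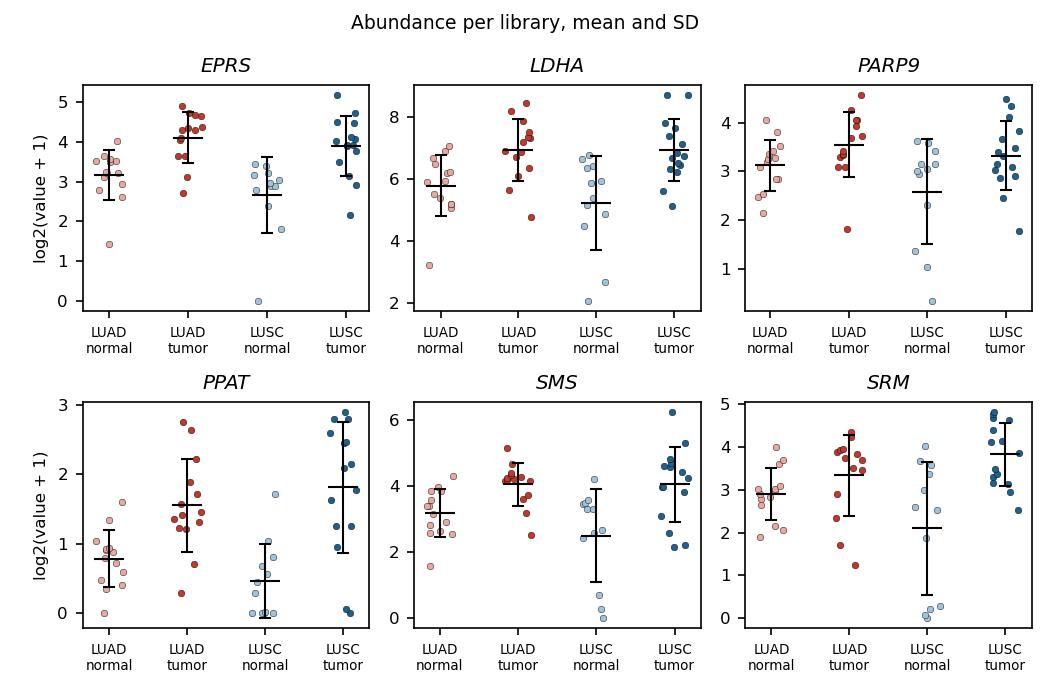
Log2(value + 1) of EPRS, LDHA, PARP9, PPAT, SMS and SRM in each library (vertical axis) by group (horizontal axis), each point a library, with bars for the mean and SD of 14 LUAD normal tissues, 14 LUAD tumors, 12 LUSC normal tissues and 15 LUSC tumors. LDHA has means of 5.80 and 6.96 in LUAD normal tissues and tumors, and the LUSC normal tissues reach lowest in all 6 genes. Of the 12 LUSC normal tissues 5, and of the 15 LUSC tumors 3, are libraries of high olfactory receptor signal with fewer genes above 1, and their points are not marked.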

LDHA has also previously been shown to be upregulated in LUAD, but not LUSC, and has potential as a prognostic indicator of poor survival.^46^ Herein, we showed for the first time that a p110β‐selective inhibitor, AZD6482, could inhibit metabolite‐related genes which are upregulated in many cancer cells, including LUAD and LUSC.

IPA analysis identified that LDHA interacts with the PLK1‐AURKB‐CENPA axis. PPAT is also strongly correlated with malignancy, particularly in neuroendocrine cancer including small cell lung cancer (SCLC), and its depletion suppresses the growth of SCLC lines.^45^ SMS, a polyamine biosynthetic enzyme with no reported role in NSCLC thus far, is overexpressed in colorectal cancer and its disruption leads to accumulation of spermidine, which induces the expression of proapoptotic protein Bim.^54^ These potential therapeutic targets for a repurposed drug provide novel insight into the potential treatment of LUAD by inhibiting enzymatic activity or otherwise exploiting these metabolic pathways.

Integration of transcriptomic and metabolomic data can reveal metabolic reprogramming signatures and significantly enriched metabolic pathways associated with LUSC and LUAD, as was recently reported in a weighted gene co‐expression network analysis.^55^ We conducted DiffCoEx analysis and observed that both LUAD and LUSC are characterized by loss of correlation of metabolites in tumors compared to normal adjacent tissues, indicative of the disruption of normal tissue biology. However, we also identified an onco‐metabolic module with increased inter‐metabolite correlation in LUAD tumors, associated with metabolic pathways including methylation, one‐carbon metabolism, nucleotide metabolism, and histone modifications. Notably, LUSC exhibited a significant loss of correlation of four metabolites from the corresponding module, which was enriched in electron transport chain and amino acid metabolism pathways. Our results demonstrate that differential co‐expression is a powerful approach to distinguish NSCLC subtypes. The metabolic differences between subtypes appear to result from systemic molecular changes driven by both altered metabolic and aberrant signaling pathways.

In conclusion, for the first time, multi‐omics integration of transcriptomics and metabolomics was used to identify unique metabolite gene signatures specifically for LUAD and LUSC, and prognostic markers and therapeutic targets for LUAD. We further provided a proof of concept that repurposed drugs targeting transcriptional programs associated with metabolic dysregulation may have anti‐tumor effects in LUAD. Ultimately, the metabolite‐related gene signatures and altered metabolic pathways may offer novel insights into the prognosis and innovative treatment of NSCLC.

## AUTHOR CONTRIBUTIONS

All authors of this research paper have directly participated in the planning, execution, and/or analysis of this study. Conceptualization, Jose Thaiparambil, Cristian Coarfa, and Randa El‐Zein; Data curation, Jose Thaiparambil, Jianrong Dong, Sandra L. Grimm, Dimuthu Perera, Matthew J. Robertson, Brandon Mistretta, Preethi H. Gunaratne, Nagireddy Putluri, Cristian Coarfa, Randa El‐Zein; Formal analysis, Jianrong Dong, Sandra L. Grimm, Dimuthu Perera, Tajhal D. Patel, Nagireddy Putluri; Funding acquisition, Preethi H. Gunaratne, Nagireddy Putluri, Cristian Coarfa, Randa El‐Zein; Investigation, all authors; Methodology, all authors; Project administration, Jose Thaiparambil, Cristian Coarfa, Randa El‐Zein; Resources, Jose Thaiparambil, Jianrong Dong, Sandra L. Grimm, Dimuthu Perera, Matthew J. Robertson, Preethi H. Gunaratne, Min P. Kim, Nagireddy Putluri, Cristian Coarfa, Randa El‐Zein; Software, Jianrong Dong, Dimuthu Perera, Matthew J. Robertson, Cristian Coarfa; Supervision, Jose Thaiparambil, Preethi H. Gunaratne, Jason T. Yustein, Nagireddy Putluri, Cristian Coarfa, Randa El‐Zein; Validation, Jose Thaiparambil, Jianrong Dong, Sandra L. Grimm, Dimuthu Perera, Nagireddy Putluri, Cristian Coarfa, Randa El‐Zein; Visualization, Jose Thaiparambil, Jianrong Dong, Sandra L. Grimm, Dimuthu Perera, Cristian Coarfa, Randa El‐Zein; Writing—original draft preparation, Jose Thaiparambil, Sandra L. Grimm, Cristian Coarfa, Randa El‐Zein; Writing—review and editing, Jose Thaiparambil, Sandra L. Grimm, Preethi H. Gunaratne, Jason T. Yustein, Nagireddy Putluri, Cristian Coarfa, Randa El‐Zein.

## FUNDING INFORMATION

This project was partially supported by The Cancer Prevention Institute of Texas (CPRIT) grants RP170005, RP210227, and RP200504, NIH P30 shared resource grant CA125123, and NIEHS grants P30 ES030285 and P42 ES027725.

## CONFLICT OF INTEREST

The authors declare no conflicts of interest.

## ETHICS APPROVAL AND CONSENT TO PARTICIPATE

The study protocol was approved by the institutional Review Board of the Houston Methodist Research Institute (Pro00014471).

## DISCLAIMER

All analyses and conclusions in this manuscript are the sole responsibility of the authors and do not necessarily reflect the opinions or views of CPRIT, NIH, NIEHS, or the authors' institutions.

## CONSENT FOR PUBLICATION

Written informed consent was obtained from all patients before enrollment.

## Supporting information

Figure S1–S8

## Data Availability

The RNA‐Seq data underlying this article are available in the NCBI Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo/ and can be accessed with accession number GSE159857. The metabolomics data underlying this article are available on reasonable request to the corresponding author.

# Supplementary material for: Integrative metabolomics and transcriptomics analysis reveals novel therapeutic vulnerabilities in lung cancer
**Source:** Cancer Med. 2022 Jun 8;12(1):584–96. doi: 10.1002/cam4.4933

Figure 1

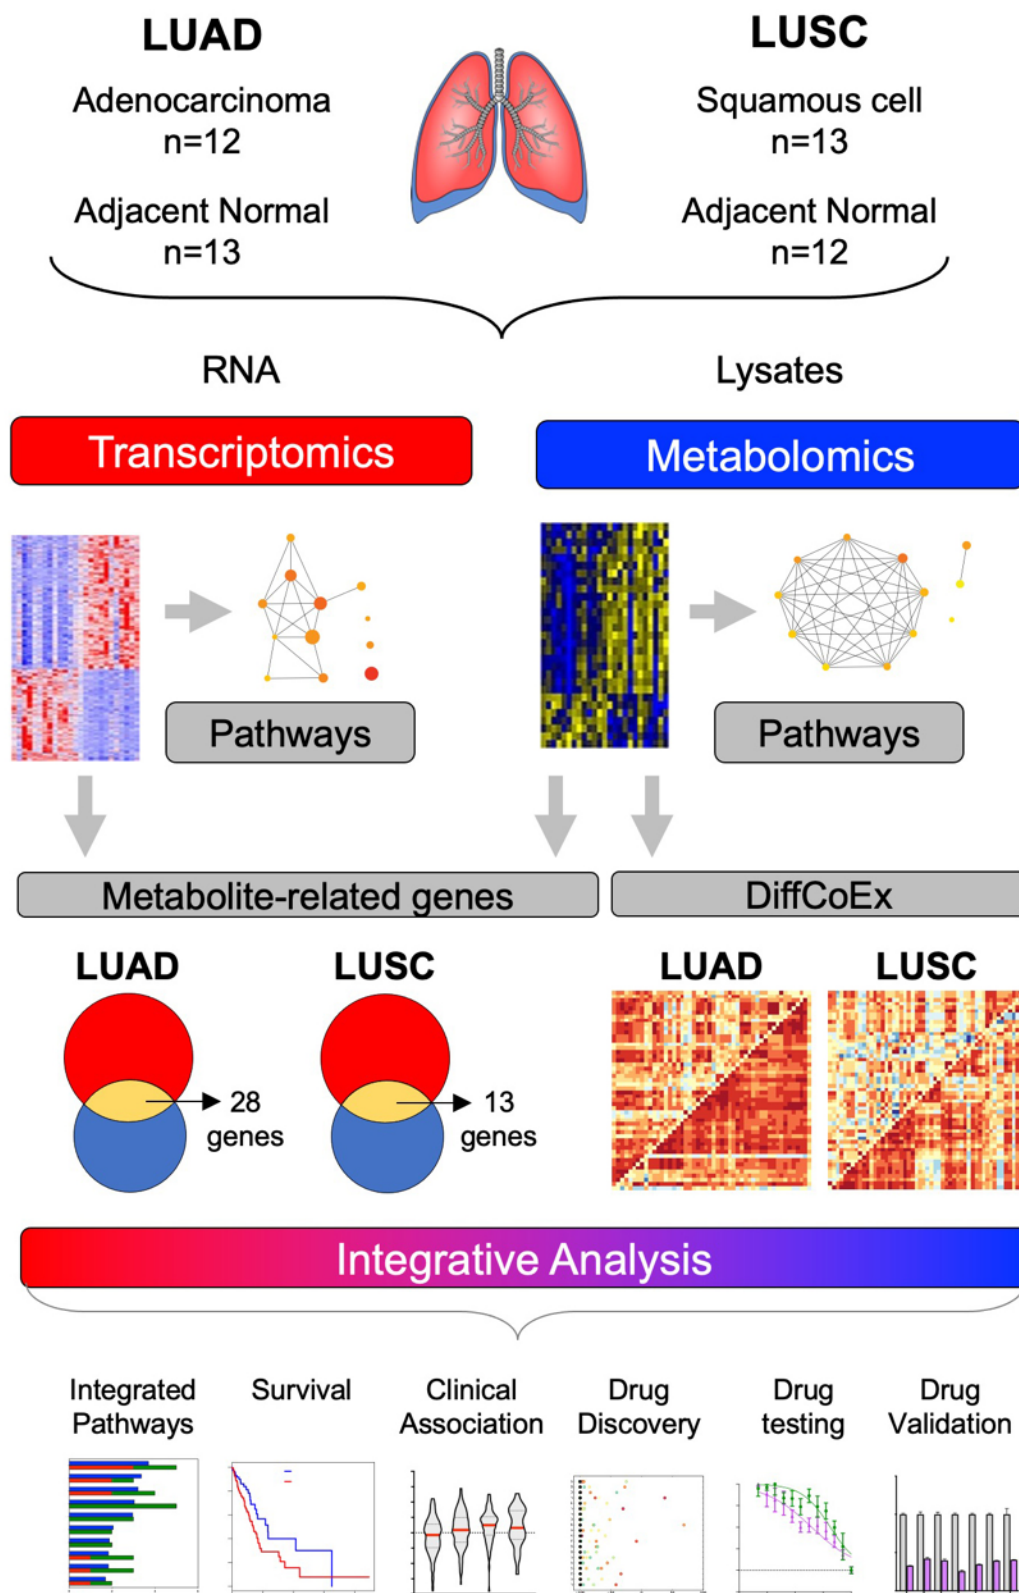

Figure 2

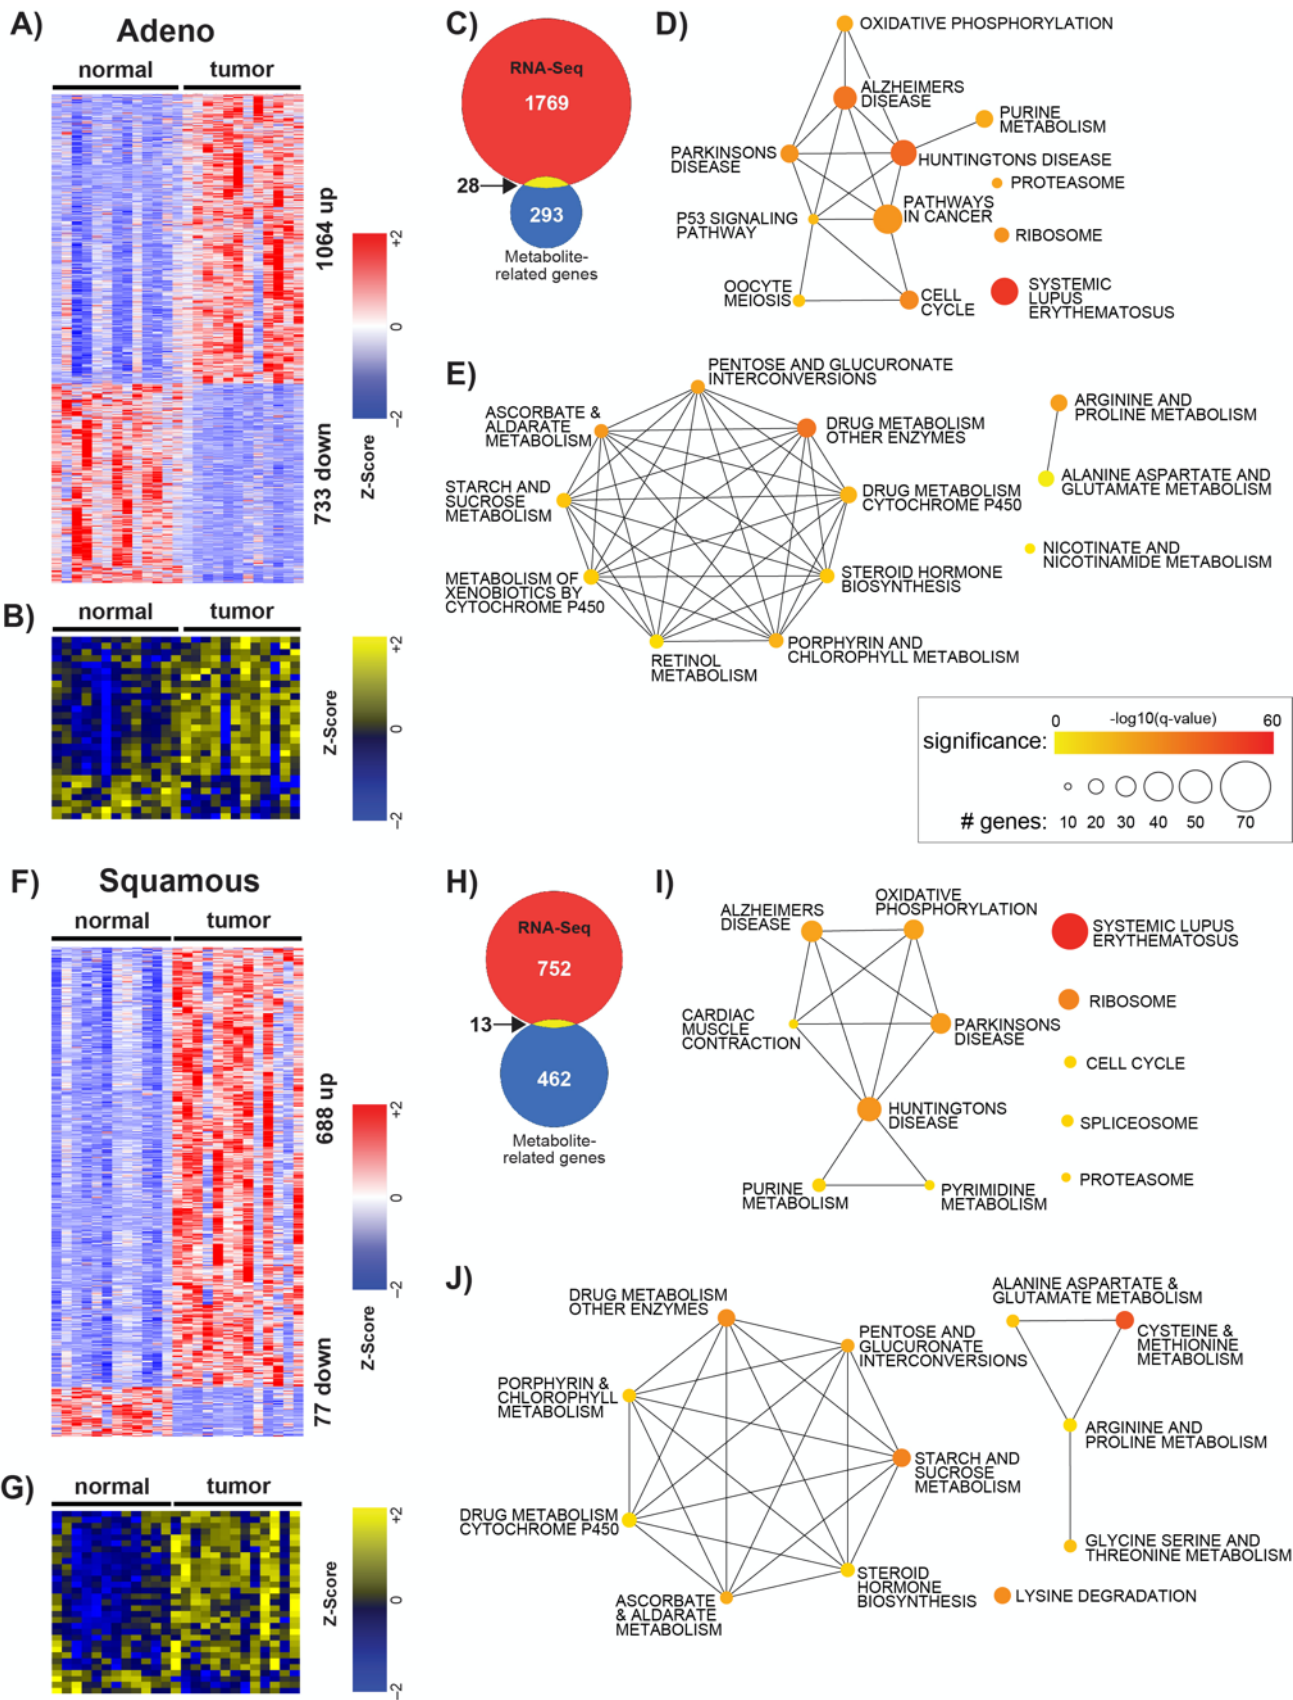

Figure 3

A) Adenocarcinoma

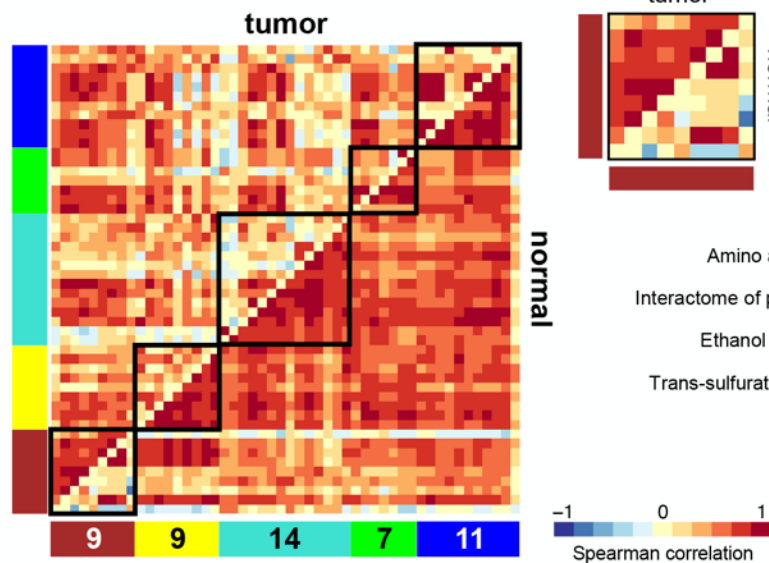

B)

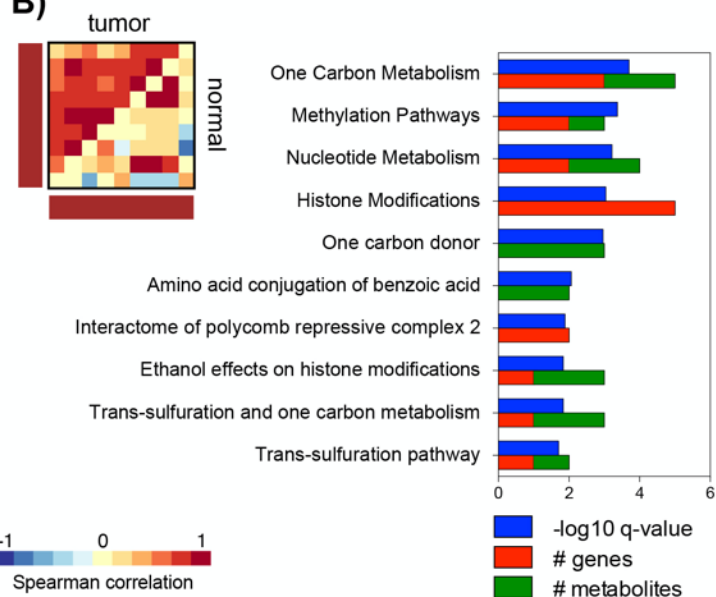

C) Squamous cell carcinoma

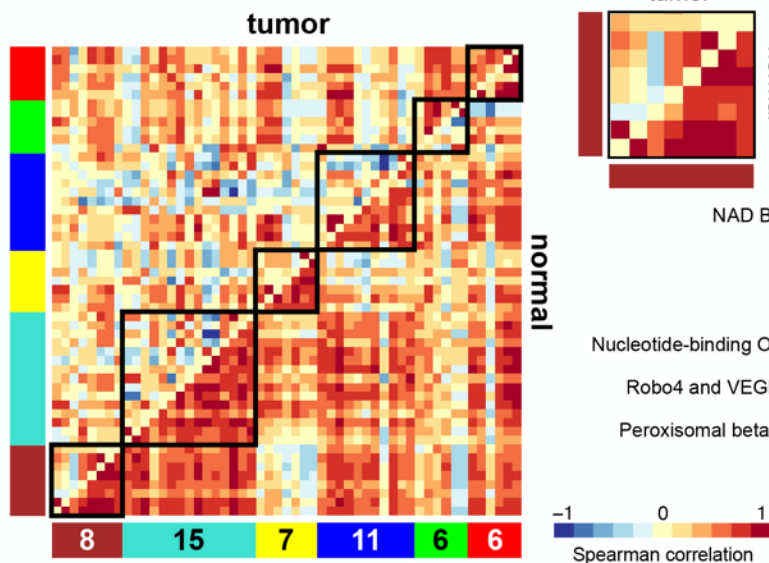

D)

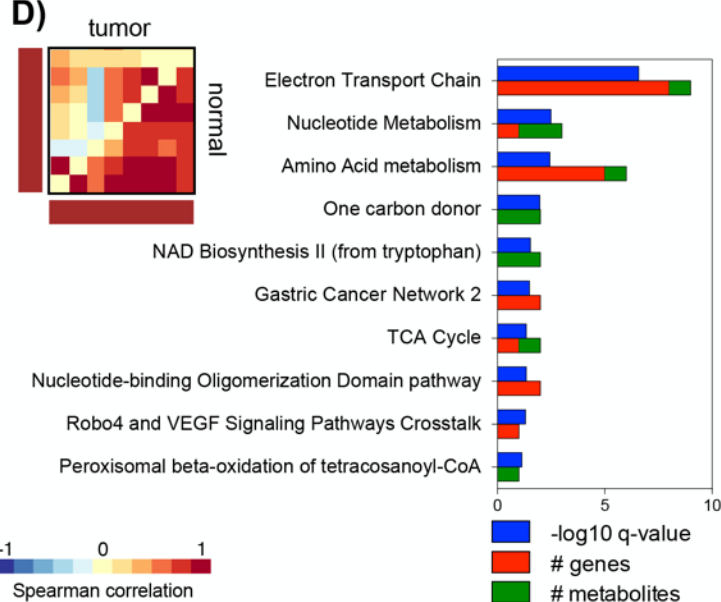

E)

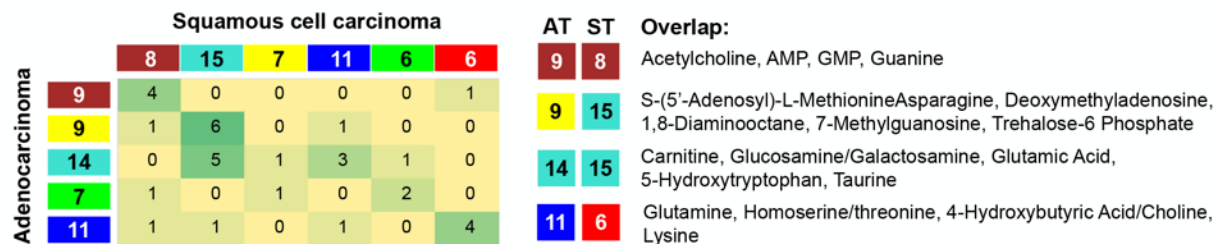

Figure 4

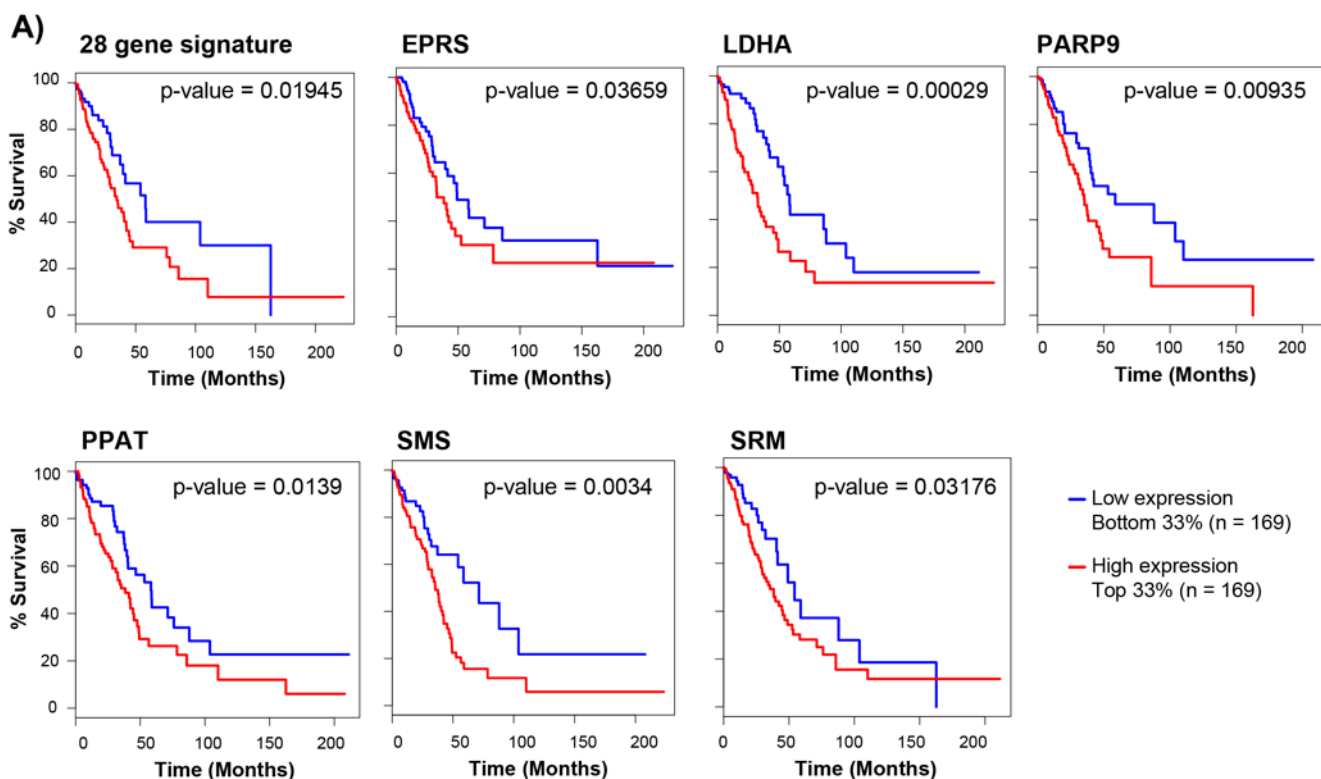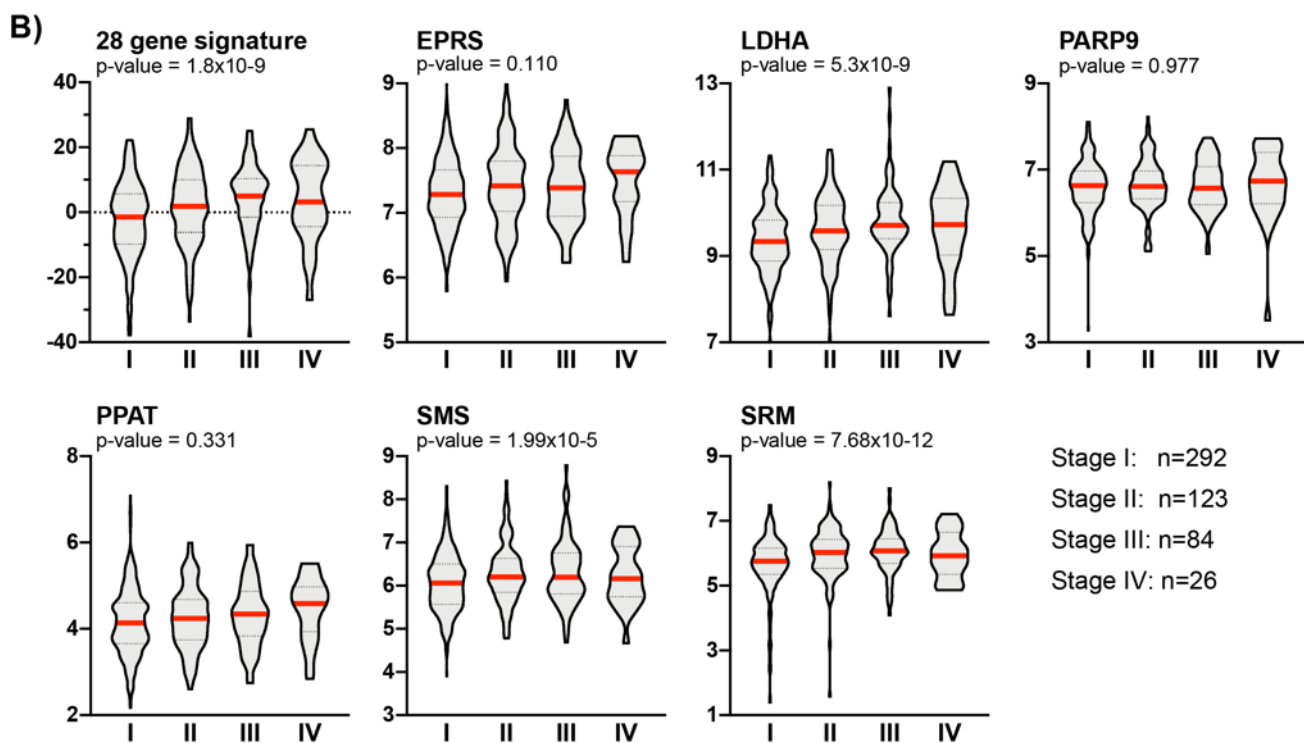

Figure 5

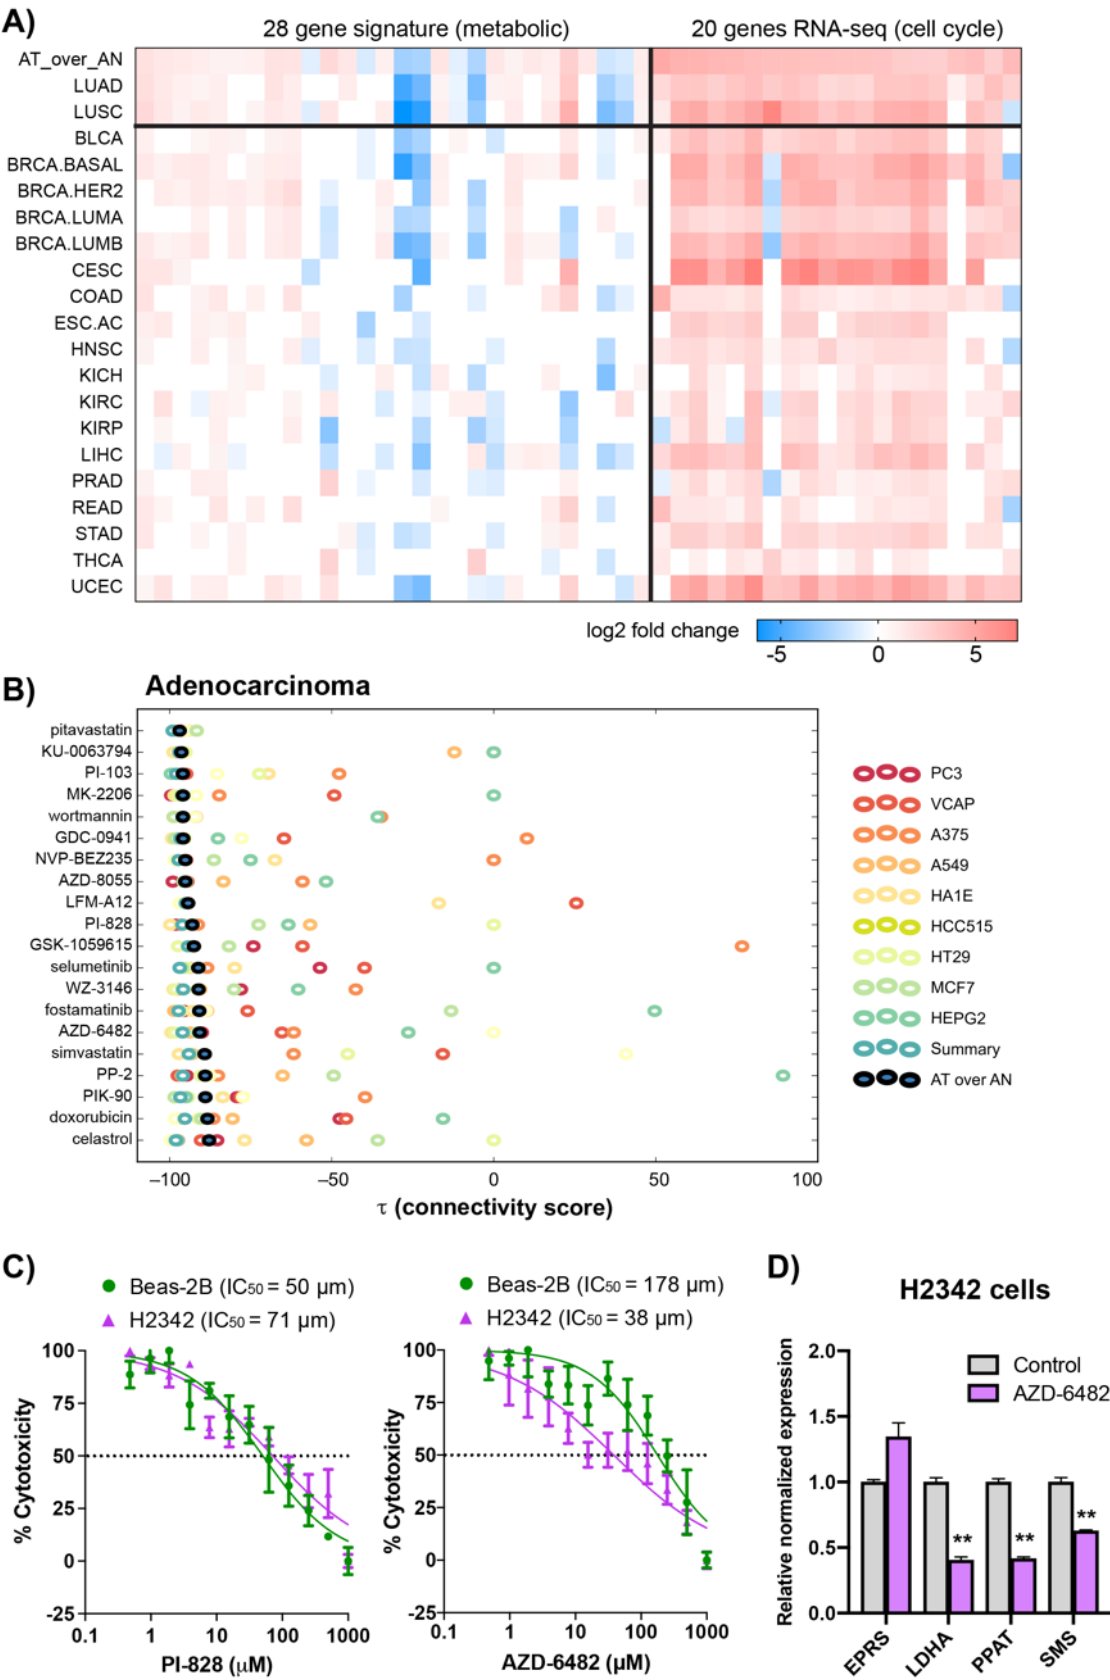

Supp Figure 1

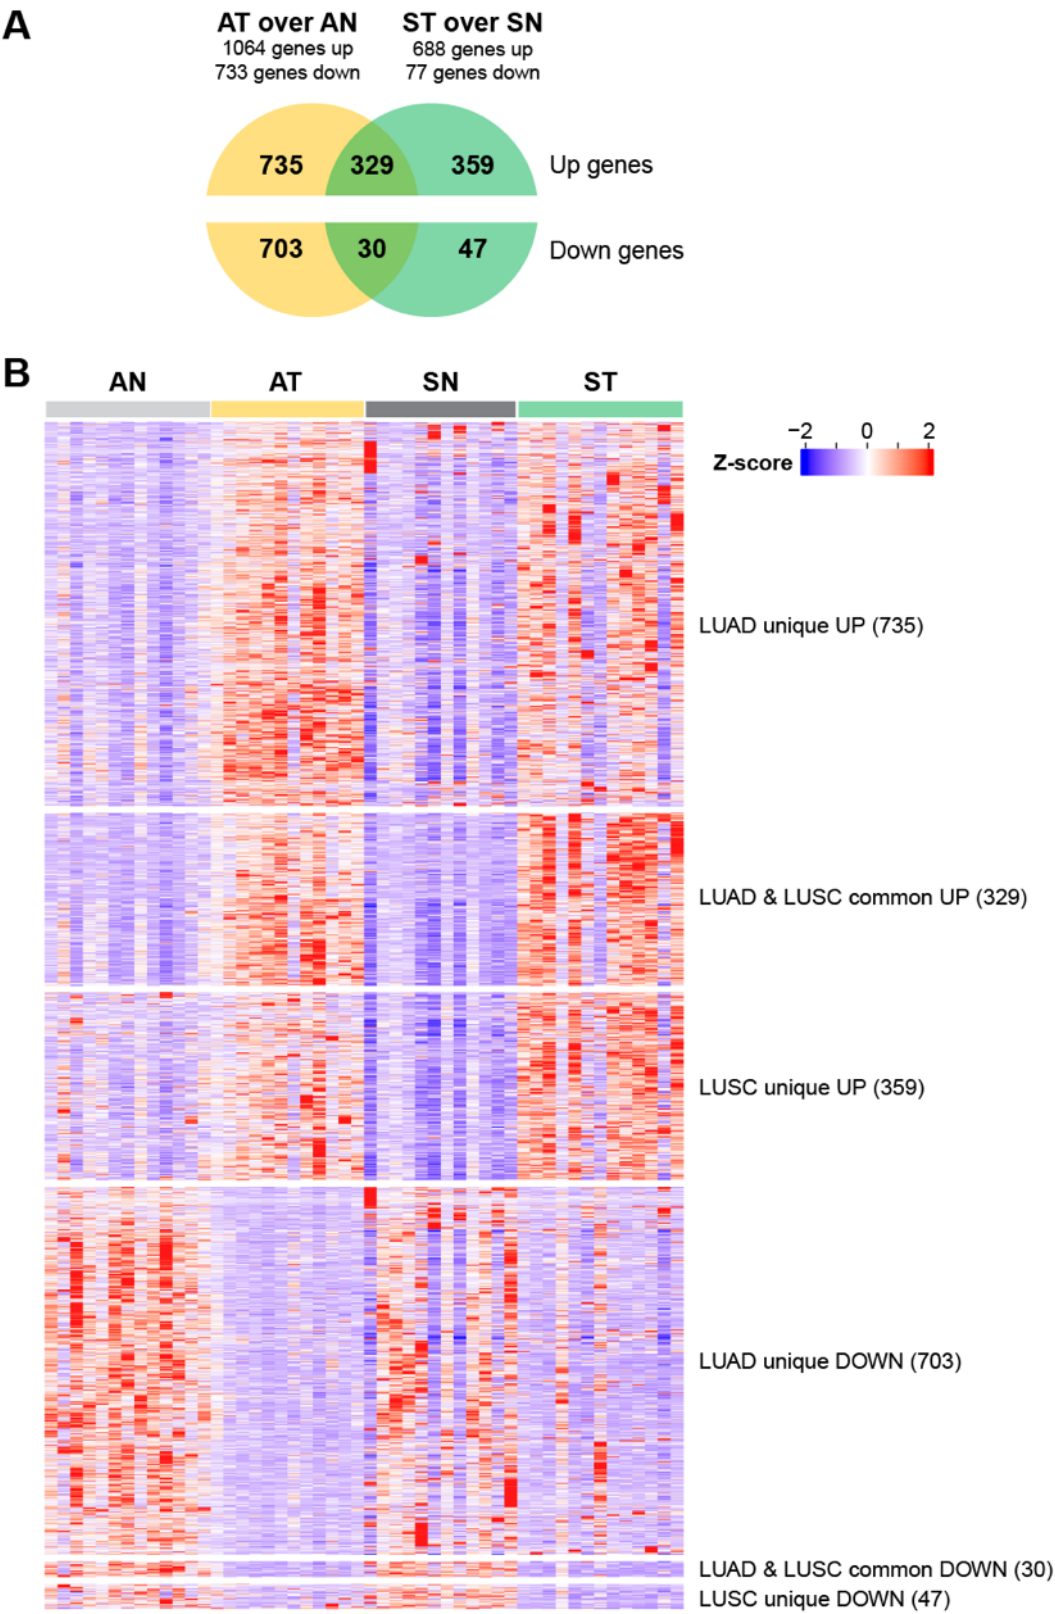

Supp Figure 2

A Metabolites: AT over AN
103 metabolites
FDR<0.25

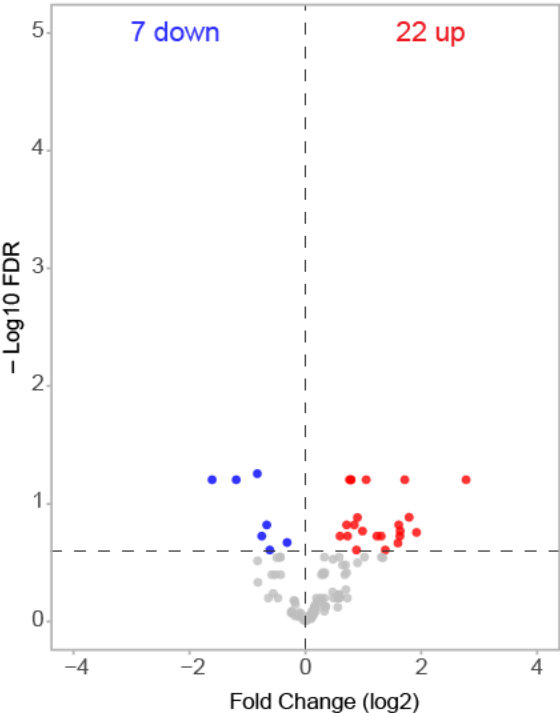

B Metabolites: ST over SN
103 metabolites
FDR<0.25

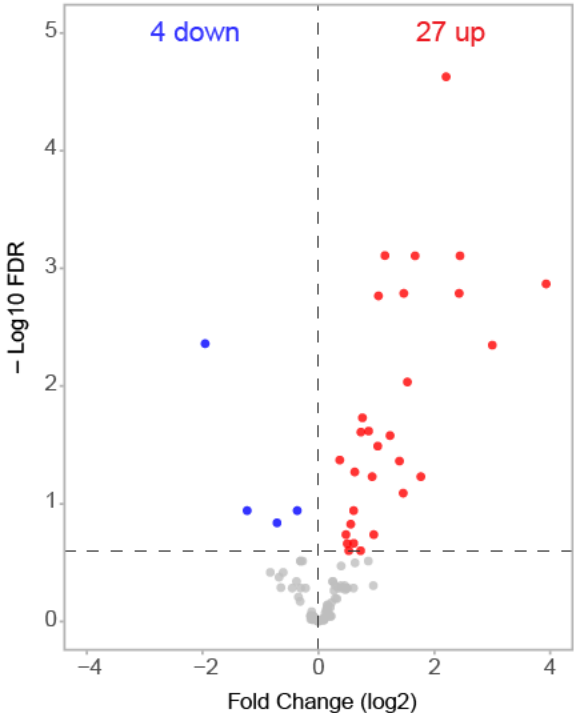

Supp Figure 3

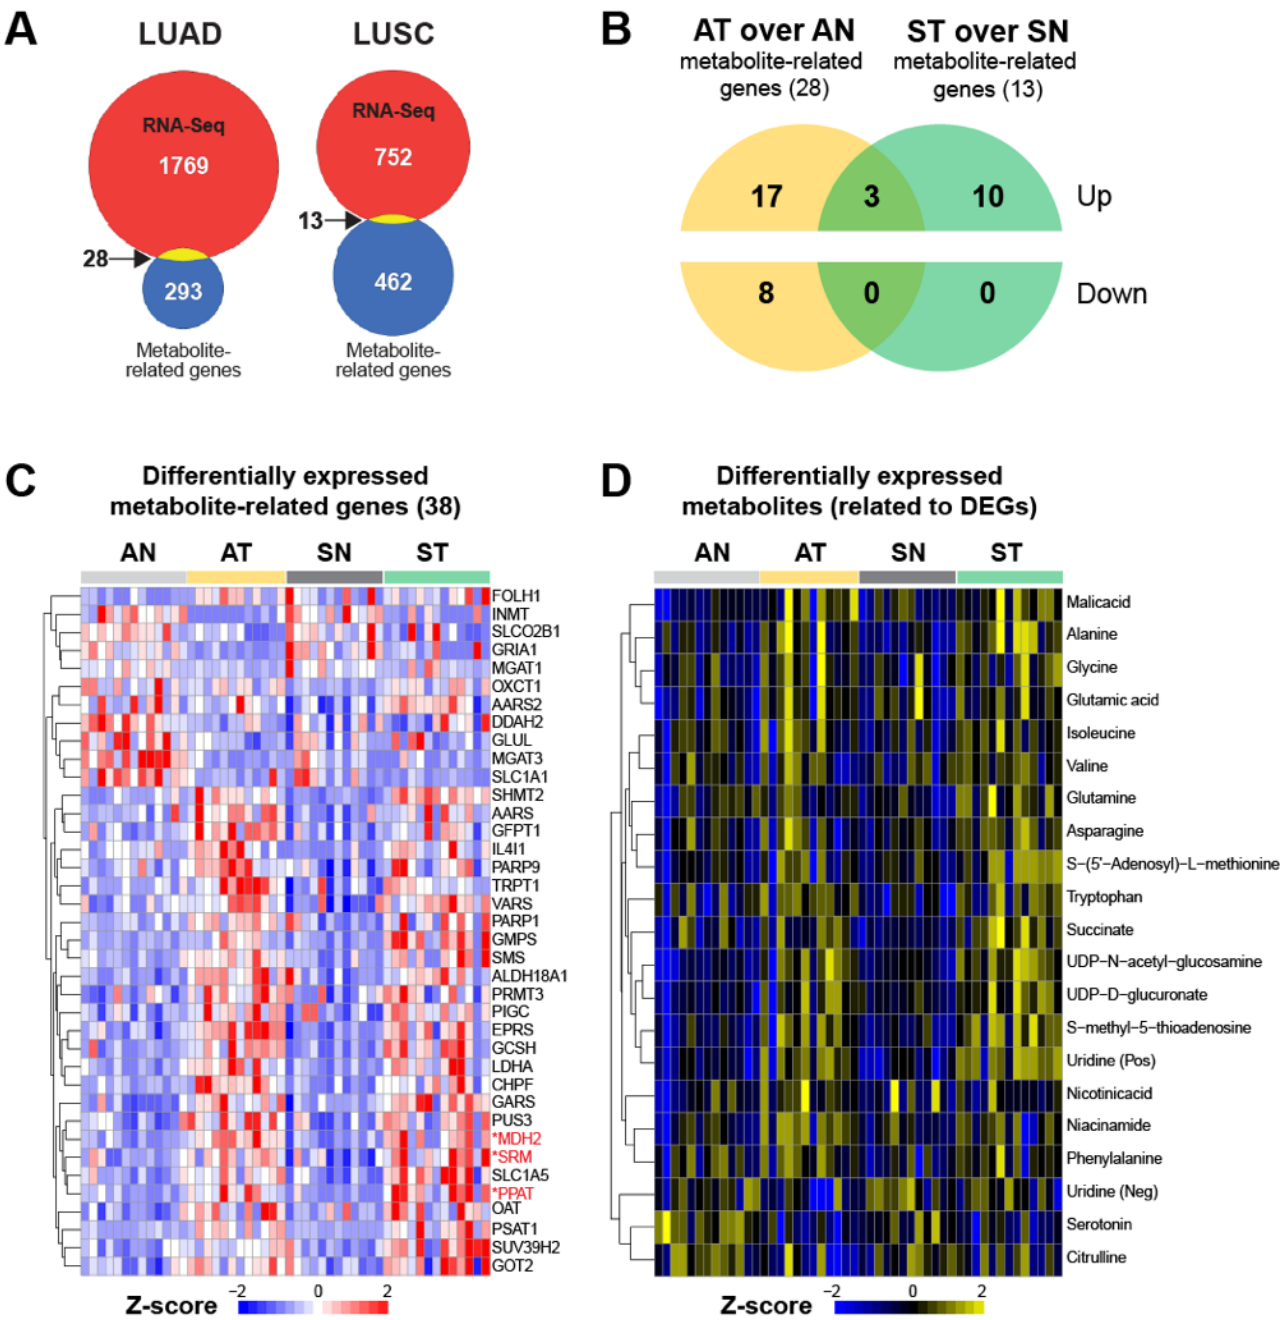

Supp Figure 4

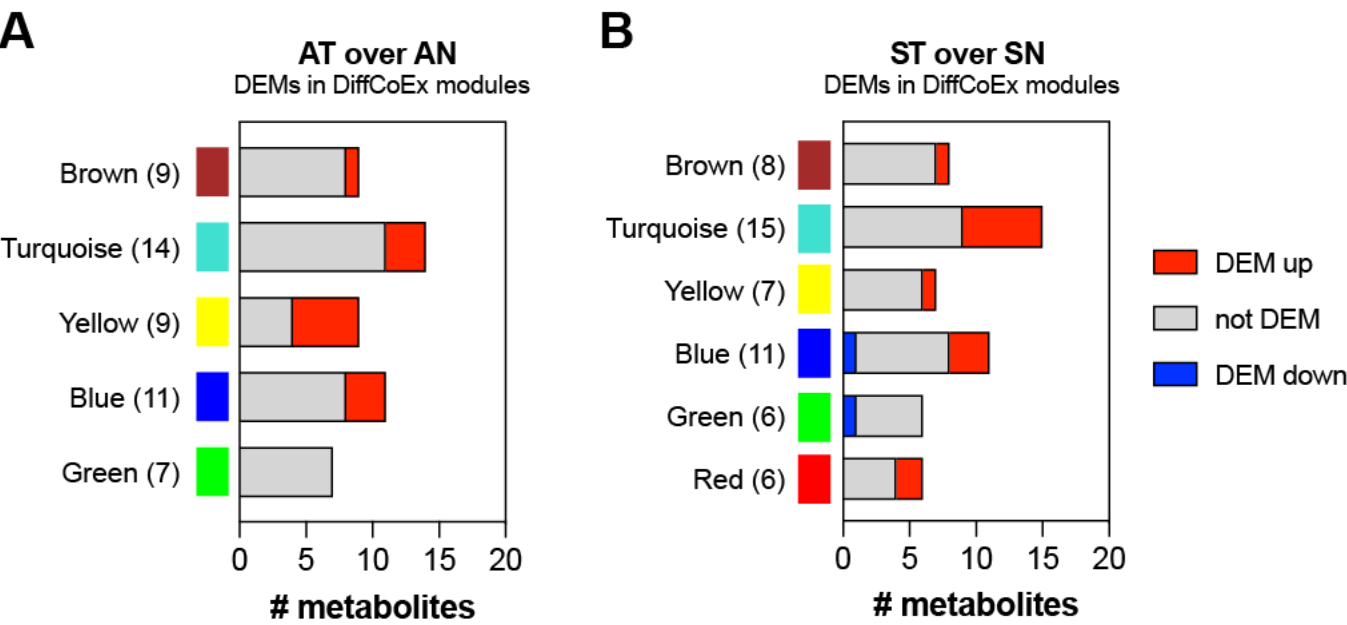

Supp Figure 5

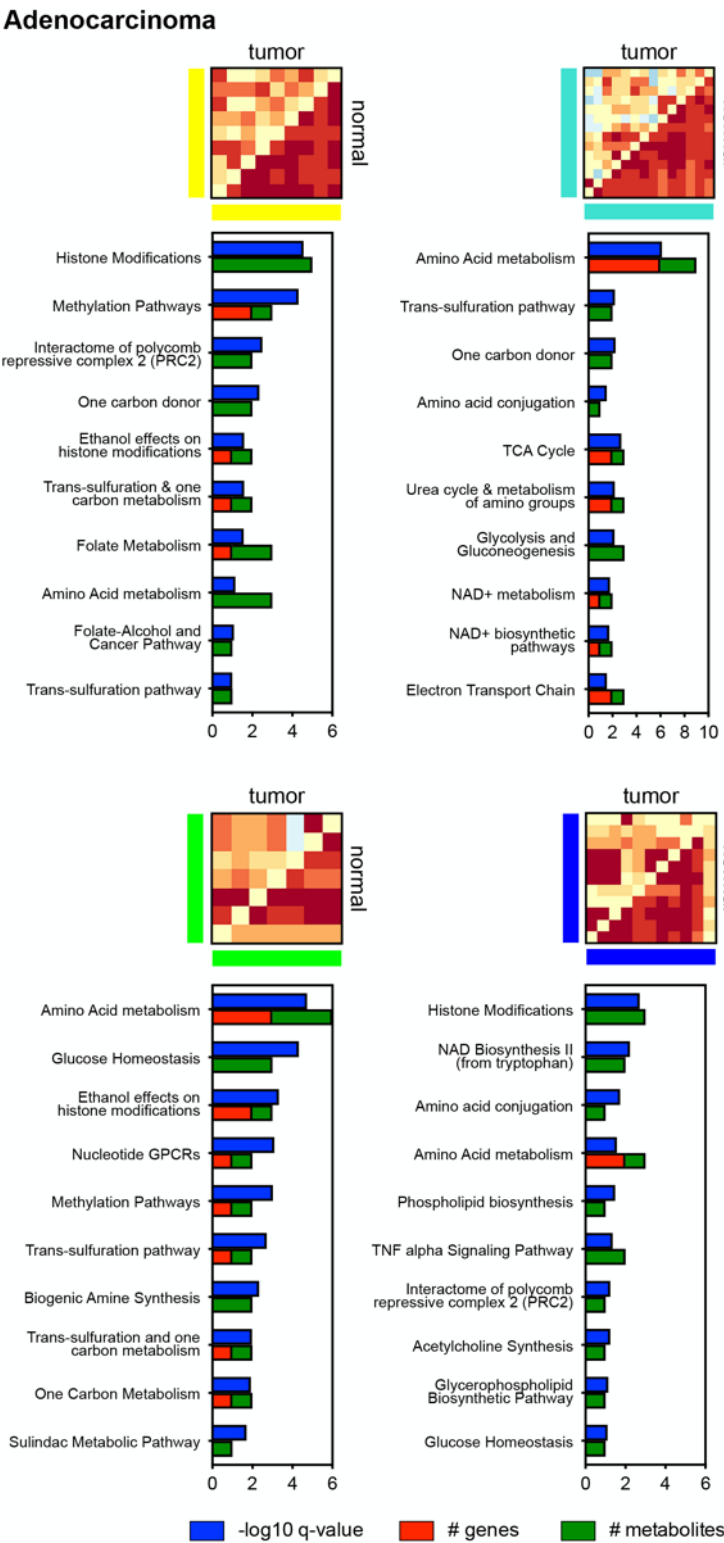

Supp Figure 6

Squamous cell carcinoma

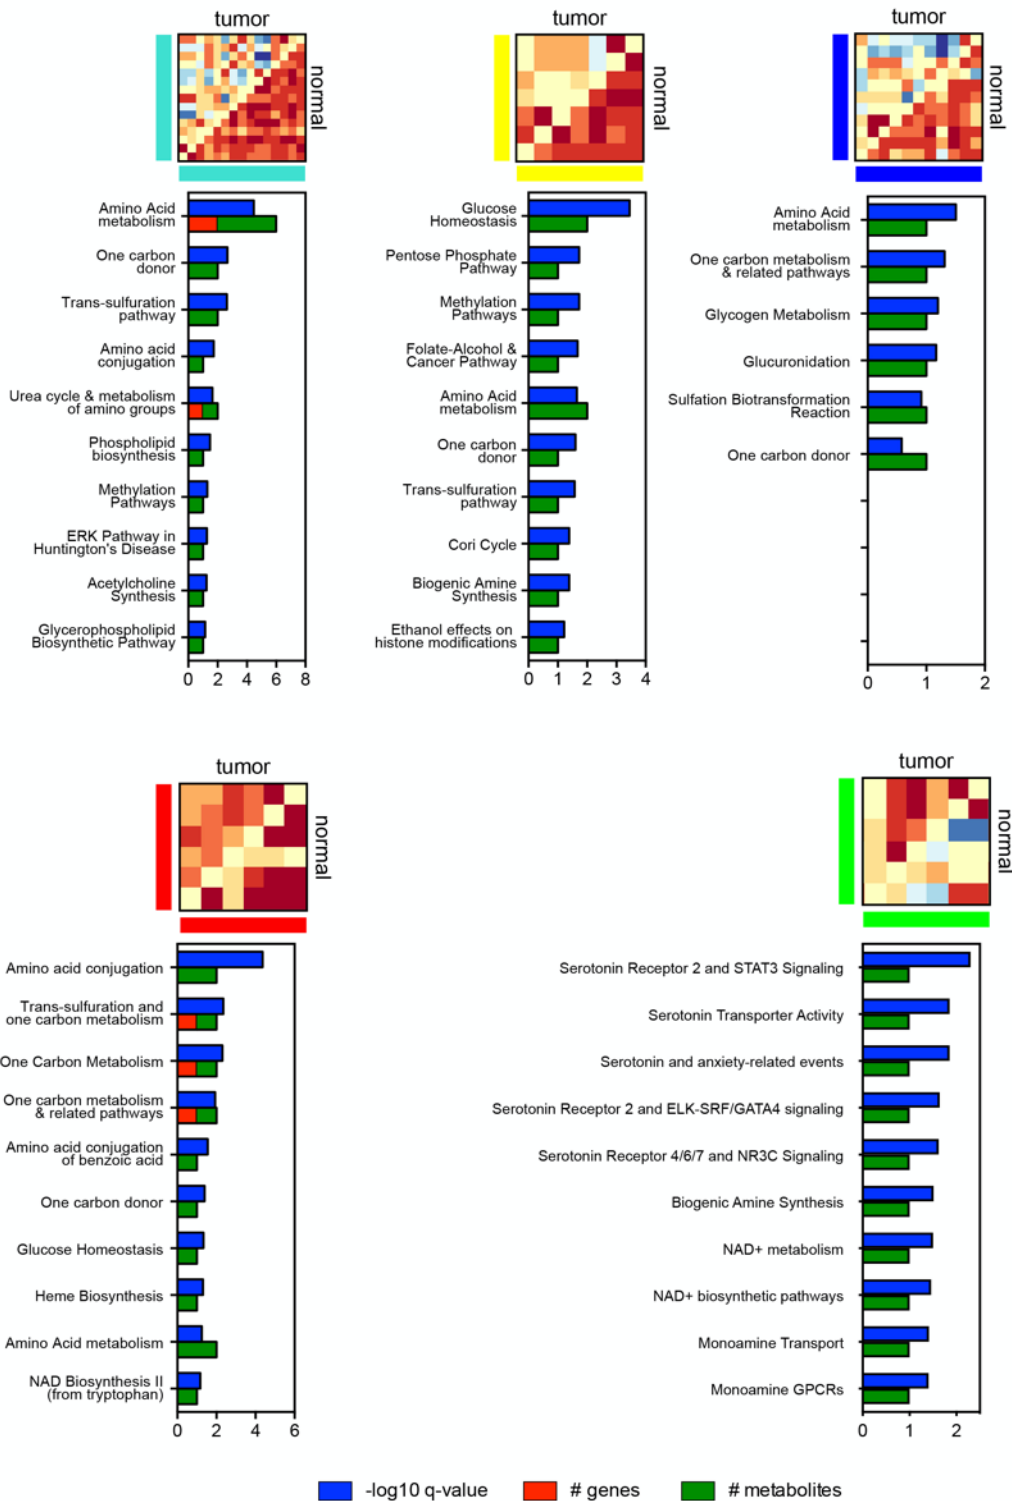

Supp Figure 7

	1	2	3	4	5	6	7	8	9	10	11	12	
A	ALDH18A<br>1	PIGC	UBE2T	MYBL2	TPX2	PLK1	ALDH18A<br>1	PIGC	UBE2T	MYBL2	TPX2	PLK1	A
B	CHPF	PPAT	EXO1	HIST1H3B	ESCO2	NEK2	CHPF	PPAT	EXO1	HIST1H3B	ESCO2	NEK2	B
C	EPRS	PSAT1	CENPA	CHODL	ASF1B	AURKB	EPRS	PSAT1	CENPA	CHODL	ASF1B	AURKB	C
E	GFPT1	TCN1	CCNB1	ANLN	KIF2C	ACTB	GFPT1	TCN1	CCNB1	ANLN	KIF2C	ACTB	E
F	LDHA	ANXA10	DEPDC1B	FGF11	HIST1H3B	GAPDH	LDHA	ANXA10	DEPDC1B	FGF11	HIST1H3B	GAPDH	F
G	MDH2	ADAMDE<br>C1	CYP19A1	RRM2	PSAT1	RQ1	MDH2	ADAMDE<br>C1	CYP19A1	RRM2	PSAT1	RQ2	G
H	OAT	EPHX4	SPDEF	HIST1H2B<br>O	PYCR1	gDNA	OAT	EPHX4	SPDEF	HIST1H2B<br>O	PYCR1	gDNA	H
	1	2	3	4	5	6	7	8	9	10	11	12	

Supp Figure 8

28 signature-cell cycle pathway

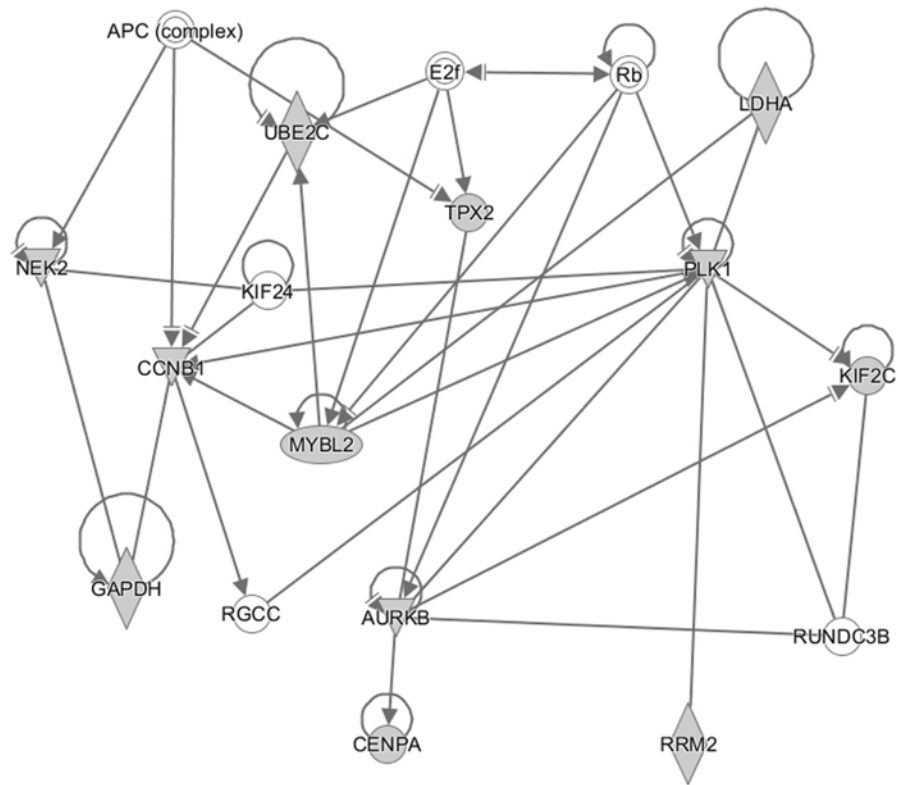

**Supplement:** Supplementary file 1 — Figure S1–S8

# Supplementary material for: Integrative metabolomics and transcriptomics analysis reveals novel therapeutic vulnerabilities in lung cancer
**Source:** Cancer Med. 2022 Jun 8;12(1):584–96. doi: 10.1002/cam4.4933
**Supplement:** Supplementary file 1 — Figure S1–S8

**Supplemental Figure Legends:**

**Figure S1: Overlap and heatmap of combined LUAD and LUSC signature genes.** A. Venn diagram showing overlap of differentially expressed genes identified for LUAD (AT over AN) and LUSC (ST over SN). B. Heatmap showing scaled expression of differentially expressed genes in LUAD and LUSC (FDR<0.05, fold change exceeding 1.25×). Each subset from the Venn diagram in panel A is represented in the heatmap, indicated on the right.

**Figure S2: Differentially expressed metabolites (DEMs).** Volcano plots for LUAD (A) or LUSC (B), showing log2 fold change on the x-axis and significance (–log10 FDR) on the y-axis. Metabolites showing a significant difference at FDR<0.25 are colored red (up) or blue (down), with non-significant metabolites colored gray. A. For metabolites increased in LUAD the fold change range is 1.51-6.83x, whereas for the decreased metabolites is 1.24-3.05x. B. For metabolites increased in LUSC the fold change range is 1.29-15.24x, whereas for the decreased metabolites is 1.29-3.88x.

**Figure S3: Overlap and heatmap of differentially expressed metabolite-related genes and associated DEMs.** A. Venn diagrams from main Figure 2, showing overlap of differentially expressed genes identified by RNA-seq with differentially expressed metabolite-related genes for LUAD or LUSC, added for clarity. B. Venn diagram of 28 LUAD and 13 LUSC metabolite associated differential genes identified in panel A, showing that 3 cancer increased genes are common between LUAD and LUSC. C. Heatmap showing scaled expression of differentially expressed metabolite-related genes in LUAD and LUSC (FDR<0.05, fold change exceeding 1.25×). Common DEGs between LUAD and LUSC are indicated with an asterisk and colored red. D. Heatmap showing scaled expression of differentially expressed metabolites in LUAD and LUSC, related to genes shown in panel C (FDR<0.25).

**Figure S4: Overlap between DiffCoEx modules and differentially expressed metabolites (DEMs).** Bar plots show differentially expressed metabolites (FDR<0.25) from LUAD (A) or LUSC (B) that were identified in each module from DiffCoEx analysis. Metabolites were either up-regulated (red), down-regulated (blue), or not differentially expressed (gray).

**Figure S5: Pathway enrichment in LUAD using DiffCoEx identified genes and metabolite- related genes.** Top ten enriched pathways in LUAD using metabolites from the yellow, turquoise, green, and blue module DiffCoEx modules (graphed as –log10 p- value), with the number of metabolites or metabolite-related genes contributing to pathway enrichment. Significance was determined by hypergeometic distribution.

**Figure S5: Pathway enrichment in LUSC using DiffCoEx identified genes and metabolite-related genes.** Top ten enriched pathways in LUSC using metabolites from the turquoise, yellow, blue, red, and green DiffCoEx modules (graphed as –log10 p- value), with the number of metabolites or metabolite-related genes contributing to pathway enrichment. Significance was determined by hypergeometic distribution. For the blue module, only 6 pathways in total were enriched.

**Figure S7**: **Custom RT-PCR** **plate map of 28 metabolite gene signature and cell cycle genes.** A plate map shows 42 genes in duplicate, in addition to *ACTIN* and *GAPDH* as reference controls, used to perform RT-PCR to assess their expression.

**Figure S8**: **LDHA interacts with cell cycle genes**. We used IPA software (IPA- Qiagen) to identify genes that interact with LDHA. LDHA, one of the upregulated metabolite-related genes that had a significant association with survival in LUAD, interacts with a network of key cell cycle genes such as PLK1, AURKB, CCNB1, CENPA, and KIF2C in addition to other genes.

How the deposited data were processed for this re-analysis (not part of the article)

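RNA-seq profiles of tumors and adjacent normal tissue from patients with LUAD or LUSC were read from the 1 processed table that the study deposited. The authors mapped the reads to hg19 with HISAT2 and estimated gene abundance with StringTie and a GENCODE model, with no version given for either tool. The signal values, as deposited by the authors, are a linear abundance, FPKM or TPM without a statement of which, quantile-normalized across libraries before the protein-coding genes were taken out. Read counts and library depths were not used here, so the depth is unknown and no counting interval can be given for a value. The lowest value of a library was 0 in 12 of the 55 libraries and above 0 in the others, so a filter on values above 0 removes no gene.

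Of 19718 rows of the table, 28 carry a date in place of a gene symbol, 45 are Y-linked genes and 59 repeat a symbol with a lower mean. These were left out, the Y-linked genes because the samples come from donors, which left 19586 genes, and XIST is not in the table. The libraries were grouped by their labels into 14 LUAD tumors, 14 LUAD normal tissues, 15 LUSC tumors and 12 LUSC normal tissues, and 3 libraries with contradictory labels were left out of every comparison.

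Each gene above 0 in at least 12 of the libraries compared was tested between tumor and normal tissue within a subtype by the 2-sided unequal variance t-test on log2(value + 1), unpaired as in the methods of the paper, with the Benjamini-Hochberg correction. A gene was called at an adjusted p under 0.05 and a fold change over 1.25. The overlap of the calls was compared with the number expected from their sizes by a 1-sided Fisher's exact test. The difference between the tumor effects of the subtypes was tested with the interaction term of a limma model over all 4 groups with a trend on the mean (limma 3.58.1, R 4.3.3). Lists of pathway genes and cell type markers, 34 in all, were tested by the camera test of limma with a preset correlation of 0.01 and again with an estimated correlation, and adjusted over 68 tests. These lists, the tests and the other settings listed below were set before the data were examined. The genes named in the text are those that the paper's text, its plate map or Figure S3C names, the 10 higher and 10 lower genes with the largest change per subtype among called genes above the median abundance, up to 4 called members per list with the largest change, and the 10 genes with the smallest interaction p. Gene coordinates are those of GRCh37. Figures and tables were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

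Titles of tumor and normal libraries of a subtype share numbers, and the paper calls the normal samples matched. A shared number was therefore taken as 1 donor, which gives 12 complete pairs per subtype. The labels shown do not name the donor. Deviations from the group means of same-numbered libraries correlated with a mean r of 0.195 across 12203 genes in LUAD (range -0.062 to 0.478, over 0.1 in 8 of 12 pairs), against -0.009 for other combinations. In LUSC the mean r was 0.0993 across 12048 genes (range -0.132 to 0.289, over 0.1 in 6 of 12 pairs), against 0.0011 for other combinations. Genes are not independent replicates in these correlations.

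The tests were tried on simulated values, drawn from a normal distribution with each gene's mean and within-group SD, in which 100 genes were changed by 1 and 100 by 2 on the log2 scale. The t-test recovered 37% and 92% of them at the LUAD group sizes and 7% and 53% at the LUSC group sizes, and called 8 and 3 unchanged genes. The interaction test recovered 3% and 60% and called 2 unchanged genes. The changed genes were picked from those with a mean log2 value above 3, and each gene was drawn on its own. These shares therefore do not cover genes of lower abundance or the correlation between genes.

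The other settings, chosen before the data were examined, were limma and a rank-sum test in place of the t-test, a test paired on the donor, a pseudocount of 0.1, linear values, other filters on low values, re-centred libraries, other fold thresholds, an estimated correlation, and the removal of libraries by their labels down to the group sizes of the paper. Others were added after the data were seen and are named as such below. Metabolite data, co-expression modules, survival in the TCGA cohort, LINCS queries, RT-PCR and drug treatments have no deposited file here and were not analyzed.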

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

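Among the tests in this part, the count of LUAD libraries nearer to the other tissue, the resampling of libraries and the comparisons without the libraries of high olfactory receptor signal were chosen after the results were seen.

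Fewer genes were called lower than higher in LUSC, 22.9% of the calls against 55.1% in LUAD. Without the 3 LUSC tumors and 5 LUSC normal tissues of high olfactory receptor signal 968 genes were lower in LUSC, and a gain from any removal of that size is argued against, since 1 of 100 random removals gave as many (median 49.5). Whether these libraries are behind the low share stays open, because without them 48.9% of the calls were lower, which is below the LUAD share with all libraries, a share that 5 of the random removals reached, while at the group sizes of the paper 1506 of 3115 LUAD calls were lower. A weaker fall of the same genes in LUSC tumors also stays open, since the LUSC median of the genes lower in LUAD was 59.4% of the LUAD median with all libraries (19.1% to 106.8% when libraries were resampled) and 89.6% without the 8 (59.4% to 136%). These genes were picked by their LUAD values, which favors a large LUAD median. They were held fixed in the resampling, so its ranges leave this out. A difference in normal lung content between the tumor types was not tested.

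The LUAD comparison called 3115 genes when 2 tumors and 1 normal tissue were left out to reach the group sizes of the paper, against 1306 with all libraries. A gain from any removal of that size is argued against, since 1 of 100 random removals gave as many, with a highest count of 3412 and a median of 674. On the axis from normal tissue to tumor, drawn without the library in question, 3 LUAD libraries, 2 tumors and 1 normal tissue, lay nearer to the mean of the other tissue, and 2 of the 3 are among those left out, while in LUSC 6 such libraries were found and none was left out. Tumor pieces with mostly normal tissue may lower the LUAD count, which the normal tissue does not speak for, or some labels may be wrong, and the values cannot separate these. A true likeness of some tumors to normal lung stays open as a biological explanation that was not tested.

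The lists of 5 normal lung cell types had negative means in LUAD tumors, with mean log2 fold changes over the well-expressed markers of -1.93 for alveolar type 1 cells (standard error 0.39), -1.86 for alveolar type 2 cells (0.67), -1.61 for club and ciliated cells (0.80), -1.64 for endothelial cells (0.27) and -1.14 for smooth muscle cells (0.36). Of their members 5 of 8, 3 of 11, 1 of 10, 12 of 13 and 2 of 5 were called lower, and T cell and mast cell markers, with medians of 0.34 and -0.30, were not called as lists. The gap between the extremes, smooth muscle and alveolar type 1 cells, picked from their values, was 0.79 with a standard error of 0.48, which is 1.64 standard errors (permutation test, p = 0.112, n = 14 tumors and 14 normal tissues). The standard error and the permutation of this gap did not use the 12 complete pairs. An even dilution of normal lung by tumor cells is consistent with this gap, and a difference of the size of its standard error would not have been detected. A loss of each cell type on its own is a biological explanation that stays open and was not tested.

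Gene groups that the paper does not discuss were called as higher in tumors at the preset correlation, in several cases with few members called, and each adjusted p in this paragraph is that with an estimated correlation. The median log2 fold change of tumor-activated stroma genes was 1.73 in LUAD (6 of 6 higher, adjusted p = 0.03) and 1.80 in LUSC (4 of 6, adjusted p = 0.03). For squamous epithelium markers it was 0.22 in LUAD (0 of 19, adjusted p = 0.42) and 2.73 in LUSC (14 of 19, adjusted p = 0.094). Markers of B and plasma cells had a median of 1.22 in LUAD (4 of 7, adjusted p = 0.094). Fibroblast genes had one of 1.92 in LUSC (3 of 7, adjusted p = 0.30), and one of 0.88 with 0 of 7 higher without the libraries of high olfactory receptor signal. Targets of NRF2 had medians of 0.70 in LUAD (1 of 18, adjusted p = 0.21) and 0.92 in LUSC (2 of 18, adjusted p = 0.30), and of 0.59 in LUSC without those libraries. Interferon response genes had 0.61 in LUAD (0 of 17, adjusted p = 0.30) and 0.55 in LUSC (1 of 17, adjusted p = 0.42), where without those libraries the median was 0.27, 0 of 17 were higher and the list lost its call at the preset correlation.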

How the results depend on the processing

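The alternatives with values above the library floor, without the libraries of high olfactory receptor signal, with linear values at the group sizes of the paper and with 1 library left out were chosen after the data were seen. The LUAD counts of 586 higher and 720 lower genes became 1464 and 1575 with the test paired on the donor. They were 1107 and 1114 without the 3 tumors of unmapped partners, of which only 1 is from LUAD. At the group sizes of the paper they were 1609 and 1506, so that more genes were higher than lower. Linear values gave 16 and 23, and a fold over 2 gave 300 and 452. The paired test uses complete pairs only. In LUAD it therefore also leaves out the 2 tumors and 1 normal tissue left out at the group sizes of the paper, and pairing was not separated from this removal. Linear values at the group sizes of the paper gave 901 higher genes in LUAD. The LUSC counts of 877 and 260 became 407 and 134 with the paired test, and the higher genes 534 with a pseudocount of 0.1. The lower genes in LUSC became 435 with limma, 419 with re-centred libraries, 75 with linear values and 968 without the libraries of high olfactory receptor signal. Linear values at the group sizes of the paper gave 555 higher and 57 lower genes in LUSC. The 271 genes higher in both became 175 with a fold over 2, 484 at the group sizes of the paper and 9 with linear values. The 99 genes lower in both became 177 with limma, 151 at the group sizes of the paper, 2 with linear values, 20 with linear values at those sizes and 313 without the libraries of high olfactory receptor signal. The interaction count of 0 became 1 with re-centred libraries, 1 at the group sizes of the paper and 17 without the libraries of high olfactory receptor signal. The 27 lists called in each subtype became 4 in LUAD and 6 in LUSC with an estimated correlation. A stricter fold threshold lowers a count by construction, and for the other changes the cause was not tested. The other 84 counts stayed within 1.5 times, and leaving out the filter on low values changed nothing because the filter removed no gene. With 1 library left out the ranges were 363 to 1107 and 483 to 1114 in LUAD, 635 to 1259 and 182 to 365 in LUSC, and 174 to 401 and 67 to 134 in both. The paired test also called the LUAD proline list (adjusted p = 0.04999) and the LUSC mast cell list (0.04), and no longer called the LUAD squamous list (0.25) and the LUSC immediate early list (0.066), while it changed the call of no other list. Of 176 named genes, the paired test ended the call of 1 in LUAD and 44 in LUSC and brought 17 past the threshold in LUAD. Of the calls at all LUAD libraries, 558 of 586 higher and 679 of 720 lower genes were also called by the paired test, and in LUSC 353 of 877 and 114 of 260. Without the libraries of high olfactory receptor signal the LUSC proline (adjusted p = 0.14), interferon (0.36) and fibroblast (0.11) lists lost their call, the smooth muscle (0.015), mast cell (0.0035), B and plasma cell (0.039) and p53 (0.0036) lists gained one, and the uncalled nucleotide sugar and mitochondrially encoded lists changed direction (medians -0.14 and 0.05). The depth of the libraries is unknown, so its limit cannot be given.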

Differences from the paper's values

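Values are compared at the paper's thresholds, an FDR under 0.05 and a fold change over 1.25, with 14 and 14 LUAD and 15 and 12 LUSC libraries where the paper used 12 and 13 and 13 and 12. The paper reports 1064 genes higher in LUAD tumors, and 586 were called here. Of the 3 tumors of unmapped partners only 1 is from LUAD. Of the alternatives set before the data were examined, limma (777), the test paired on the donor (1464) and the comparison without the 3 tumors of unmapped partners (1107) fall within 1.5 times the paper's value. The rank-sum test (478), the pseudocount of 0.1 (547), linear values (16), no filter (586), the abundance filter (528), re-centred libraries (596), the group sizes of the paper (1609), no fold threshold (590) and a fold over 2 (300) do not. Values above the library floor (725) and linear values at the group sizes of the paper (901), chosen after seeing the values, also fall within it, and they leave uncalled in both subtypes 7 and 6 of the 38 genes that Figure S3C labels, against 11 in the comparison of all libraries.

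The paper reports 77 genes lower in LUSC tumors, and 260 were called here. Linear values (75) fall within 1.5 times the paper's value, and every other alternative set before the data were examined does not, with 134 to 435 genes. Linear values at the group sizes of the paper (57), chosen after seeing the values, fall within it and leave uncalled 6 of the 38 genes, and linear values with all libraries leave uncalled 22.

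The paper reports 30 genes lower in both subtypes, and 99 were called here. None of the alternatives set before the data were examined falls within 1.5 times the paper's value, with 2 to 177 genes. Linear values at the group sizes of the paper (20), chosen after seeing the values, fall within it and leave uncalled 6 of the 38 genes. The paper's other counts, 733 lower in LUAD, 688 higher in LUSC and 329 higher in both, are within 1.5 times the 720, 877 and 271 found here.

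The paper counts LDHA among the genes increased in LUAD tumors, and here it did not pass (log2 fold change 1.16, adjusted p = 0.059). It passed in the test paired on the donor (adjusted p = 0.0296), at the group sizes of the paper (adjusted p = 0.0102) and with linear values at those sizes (adjusted p = 0.0382, chosen after seeing the values, with 6 of the 38 genes left uncalled). These comparisons all leave out the same 2 LUAD tumors and 1 LUAD normal tissue. LDHA was higher in both subtypes with limma, with the abundance filter and, chosen after seeing the values, above the library floor. It passed in 1 subtype with re-centred libraries. LDHA passed in neither subtype with a pseudocount of 0.1, linear values, no fold threshold or a fold over 2. Without the libraries of high olfactory receptor signal LDHA also passed in neither. PPAT and SMS, which the paper states with it, passed here (adjusted p = 0.033 and 0.043). PARP9 and SRM, which Figure S3C labels, passed in LUAD at the group sizes of the paper (adjusted p = 0.023 and 0.043) and not here (adjusted p = 0.23 and 0.36). Figure S3 marks PPAT, MDH2 and SRM as common to LUAD and LUSC. Here 5 of the labeled genes were higher in both, EPRS, GMPS, PPAT, PSAT1 and SHMT2, while MDH2 passed in LUAD and SRM in neither. EPRS left this set in the paired test, at the group sizes of the paper and without the libraries of high olfactory receptor signal. PSAT1 left it in the paired test, and the LUAD call of GMPS ended in 17 of 28 runs with 1 library left out. At the group sizes of the paper SRM was higher in both. MDH2 was higher in both with limma, with the abundance filter and, chosen after seeing the values, with linear values at the group sizes of the paper. Each gene of Figure S3C was called by the paper in at least 1 subtype, and 27 of 38 were called here, 35 at the group sizes of the paper, 31 with limma and 29 with the paired test.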

Other observations

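The splits of the samples and the pair tests in this part were planned, and the comparisons without the libraries of high olfactory receptor signal were chosen after the data were seen. Tumor stroma genes and some B cell genes were higher in LUAD tumors, and some macrophage and immediate early genes were lower. All 6 genes of tumor-activated stroma rose in LUAD (adjusted p = 9.9e-08, and 0.03 with an estimated correlation) and 4 of 6 in LUSC (adjusted p = 8.9e-07, and 0.03 with an estimated correlation), among them COL11A1, a fibrillar collagen, with log2 fold changes of 1.70 (standard error 0.35) and 2.15 (standard error 0.46). Of 7 B and plasma cell genes 4 rose in LUAD, including MS4A1, the B cell antigen CD20 (1.49, standard error 0.41), with an adjusted p = 0.094 under an estimated correlation, while 1 rose in LUSC (adjusted p = 0.086, and 0.039 without the 8 LUSC libraries of high olfactory receptor signal, where the list was called higher). Of 14 immediate early and heat shock genes 7 fell in LUAD (12 when adjusted over the list alone), such as FOS (-2.53, standard error 0.52) and ZFP36 (-2.83, standard error 0.51), with adjusted p = 0.094 under an estimated correlation. In LUSC none fell (median -0.34, adjusted p = 0.48 with an estimated correlation), and without the 8 libraries of high olfactory receptor signal 7 fell. Of 7 macrophage genes 4 fell in LUAD and 3 in LUSC, with MCEMP1 at -2.13 (standard error 0.55) and -3.18 (standard error 0.69), and adjusted p = 0.094 in both with an estimated correlation. Of 13 endothelial genes none was called in LUSC (6 lower when adjusted over the list alone, median -1.05, adjusted p = 0.094 with an estimated correlation), and 10 were lower without the 8 libraries. Of 11 alveolar type 2 genes 3 fell in LUAD (median -1.84, adjusted p = 0.22 with an estimated correlation) and 7 in LUSC (median -3.69, adjusted p = 0.083 with an estimated correlation). Alveolar type 1 genes had adjusted p = 0.079 in both with an estimated correlation, with 3 of 8 lower in LUSC. Squamous markers held 14 of 19 higher genes in LUSC (19 when adjusted over the list alone, adjusted p = 4.8e-13, and 0.094 with an estimated correlation), and 2 were called in the test paired on the donor. In LUAD none of these 19 was called (adjusted p = 0.024, and 0.42 with an estimated correlation).

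Enzymes of amino acid and one-carbon metabolism rose in part. Of 20 cytosolic tRNA synthetases 5 rose in LUAD and 3 in LUSC (adjusted p = 0.094 and 0.18 with an estimated correlation), with RARS at 0.96 in LUAD (standard error 0.23). Of 16 genes of serine, glycine and one-carbon metabolism 3 rose in LUAD (adjusted p = 0.098 with an estimated correlation) and 6 in LUSC (adjusted p = 0.046 with an estimated correlation). Of 16 genes of proline, arginine and polyamine metabolism 3 rose in LUAD, where the list was not called (adjusted p = 0.061), and 1 in LUSC, PYCR1 (2.44, standard error 0.49), where the list was called (adjusted p = 0.0016, and 0.22 with an estimated correlation) but not without the 8 libraries (median 0.26, adjusted p = 0.14). Of 21 glycolysis genes 3 rose in LUAD (adjusted p = 0.0003, and 0.21 with an estimated correlation), and of 46 spliceosome genes 1, SNRPE (adjusted p = 0.0017, and 0.18 with an estimated correlation). Nucleotide sugar genes had 2 of 12 higher in LUAD (adjusted p = 0.03, and 0.28 with an estimated correlation) and none in LUSC (adjusted p = 0.12). Of 18 NRF2 targets 1 rose in LUAD, the cystine transporter SLC7A11 (adjusted p = 9e-05, and 0.21 with an estimated correlation), and 2 in LUSC (adjusted p = 0.00076, and 0.30 with an estimated correlation). Of 17 interferon response genes none rose in LUAD (adjusted p = 0.0014, and 0.30 with an estimated correlation) and 1 in LUSC, CXCL10 (adjusted p = 0.032, and 0.42 with an estimated correlation), where the list was not called without the 8 libraries (adjusted p = 0.36). In LUSC the test paired on the donor called 0 genes of the tRNA synthetase, proline, NRF2 and interferon lists.

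Other cell types gave smaller counts. Fibroblast genes had 1 of 7 higher in LUAD (adjusted p = 0.28) and 3 in LUSC (adjusted p = 0.019, and 0.30 with an estimated correlation), while without the 8 libraries of high olfactory receptor signal none of the 7 was higher in LUSC and the list was not called (median 0.88, adjusted p = 0.11). Of 10 club and ciliated genes 1 fell in LUAD and 2 in LUSC (adjusted p = 0.30 and 0.094 with an estimated correlation). Of 5 smooth muscle genes 2 fell in LUAD (adjusted p = 0.18 with an estimated correlation) and 1 in LUSC, where the list was not called (adjusted p = 0.14) but was called lower without the 8 libraries (median -0.98, adjusted p = 0.015). Of 5 neutrophil genes 1 fell in each subtype, CSF3R, with the list not called in LUAD (adjusted p = 0.10) and called in LUSC (adjusted p = 0.0012, and 0.079 with an estimated correlation). Leaving out 1 library ended the call of CSF3R in 19 of 28 runs in LUAD and in 0 of 27 in LUSC. Red blood cell genes had 2 of 7 lower in LUAD (adjusted p = 0.14 with an estimated correlation) and 3 in LUSC (adjusted p = 0.03 with an estimated correlation), of which the test paired on the donor called 0. T cell genes were not called in LUAD (adjusted p = 0.10) or LUSC (adjusted p = 0.38), nor were mast cell genes (adjusted p = 0.19 and 0.056, and 0.0035 in LUSC without the 8 libraries, where the list was called lower with a median of -0.90) or the glandular and adenocarcinoma markers in LUAD (adjusted p = 0.64). The last list was called lower in LUSC (adjusted p = 0.0073, and 0.30 with an estimated correlation), with KRT7 as its called member.

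A random grouping of the libraries is argued against as the source of the counts of genes called within a subtype. The counts were compared with 100 splits of the same libraries that part every complete pair, few of which reached them. As many genes as the 1306 called in LUAD were found in 2 of the 100, the real split included, with 1985 in the other. That split keeps all 12 pairs as labeled and exchanges 1 tumor with 1 normal tissue, both without a partner. In LUSC 1137 genes were called, against a highest other count of 863, so that 1 of 100 reached it. Genes higher or lower in both subtypes numbered 271 and 99, the highest other count was 0, and 1 of 100 splits reached each. The median split called 0 genes in each subtype, so a shared count of 0 was likely from the outset. These splits therefore say little about the overlap. For the lists 27 were called in LUAD, which 2 of 100 splits reached, and 27 in LUSC, which 3 of 100 reached, with a highest other count of 27 in both. For the interaction, where 0 genes were called by limma (1707 at an unadjusted p under 0.05, and 0 without moderation), all 100 regroupings of the donors gave as many by construction and the highest other gave 2, so this test decides nothing and chance cannot be excluded there from it. On the same axis from normal tissue to tumor, 6 LUSC libraries lay nearer to the other tissue.

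The 3 libraries with contradictory labels entered no comparison. Their sums of values were 204994 to 229842, their genes above 1 numbered 9430 to 11519, and their mean log2 value over olfactory receptor genes was 0.13 to 0.23. Mitochondrial transcripts took 4.83% to 27.6% of the values in the 8 LUSC libraries of high olfactory receptor signal (median 9.29%) and 1.87% to 19.7% in the other 47 (median 6.03%).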
